# Canonical Poly(A) Polymerase Activity Promotes the Decay of a Wide Variety of Mammalian Nuclear RNAs

**DOI:** 10.1371/journal.pgen.1005610

**Published:** 2015-10-20

**Authors:** Stefan M. Bresson, Olga V. Hunter, Allyson C. Hunter, Nicholas K. Conrad

## Abstract

The human nuclear poly(A)-binding protein PABPN1 has been implicated in the decay of nuclear noncoding RNAs (ncRNAs). In addition, PABPN1 promotes hyperadenylation by stimulating poly(A)-polymerases (PAPα/γ), but this activity has not previously been linked to the decay of endogenous transcripts. Moreover, the mechanisms underlying target specificity have remained elusive. Here, we inactivated PAP-dependent hyperadenylation in cells by two independent mechanisms and used an RNA-seq approach to identify endogenous targets. We observed the upregulation of various ncRNAs, including snoRNA host genes, primary miRNA transcripts, and promoter upstream antisense RNAs, confirming that hyperadenylation is broadly required for the degradation of PABPN1-targets. In addition, we found that mRNAs with retained introns are susceptible to PABPN1 and PAPα/γ-mediated decay (PPD). Transcripts are targeted for degradation due to inefficient export, which is a consequence of reduced intron number or incomplete splicing. Additional investigation showed that a genetically-encoded poly(A) tail is sufficient to drive decay, suggesting that degradation occurs independently of the canonical cleavage and polyadenylation reaction. Surprisingly, treatment with transcription inhibitors uncouples polyadenylation from decay, leading to runaway hyperadenylation of nuclear decay targets. We conclude that PPD is an important mammalian nuclear RNA decay pathway for the removal of poorly spliced and nuclear-retained transcripts.

## Author Summary

Cells control gene expression by balancing the rates of RNA synthesis and decay. While the mechanisms of transcription regulation are extensively studied, the parameters that control nuclear RNA stability remain largely unknown. Previously, we and others reported that poly(A) tails may stimulate RNA decay in mammalian nuclei. This function is mediated by the concerted actions of the nuclear poly(A) binding protein PABPN1, poly(A) polymerase (PAP), and the nuclear exosome complex, a pathway we have named PABPN1 and PAP-mediated RNA decay (PPD). Because nearly all mRNAs possess a poly(A) tail, it remains unclear how PPD targets specific transcripts. Here, we inactivated PPD by two distinct mechanisms and examined global gene expression. We identified a number of potential target genes, including snoRNA host genes, promoter antisense RNAs, and mRNAs. Interestingly, target transcripts tend to be incompletely spliced or possess fewer introns than non-target transcripts, suggesting that efficient splicing allows normal mRNAs to escape decay. We suggest that PPD plays an important role in gene expression by limiting the accumulation of inefficiently processed RNAs. In addition, our results highlight the complex relationship between (pre-)mRNA splicing and nuclear RNA decay.

## Introduction

Eukaryotic messenger RNAs (mRNAs) undergo a series of maturation events before they are exported to the cytoplasm and translated. The complexity of alternative processing increases the likelihood of mistakes that produce aberrant mRNAs encoding defective proteins. In addition, pervasive transcription occurs across nearly the entire mammalian genome resulting in the generation of nonfunctional RNAs. Consequently, cells have evolved RNA quality control (QC) pathways to eliminate these RNAs [1,2].

The best-characterized RNA QC pathway is nonsense-mediated mRNA decay (NMD)[3]. NMD targets cytoplasmic mRNAs with premature termination codons (PTCs), a potentially dangerous class of RNAs that produce truncated and possibly dominant-negative proteins. NMD is limited in at least three important ways. First, NMD recognizes PTC-containing transcripts upon translation, so each defective transcript still produces one polypeptide. This could be harmful to cells for highly transcribed NMD targets or particularly toxic polypeptides. Second, NMD is stimulated by the presence of a splice junction to identify PTCs, so transcripts from intronless genes will generally not be recognized. Third, pervasive transcription produces nuclear transcripts that would not be targeted by the cytoplasmic NMD machinery.

Cells have additional nuclear RNA QC pathways to degrade RNAs not targeted by NMD, but the mechanisms involved remain unclear. Recently, functions for the nuclear poly(A) binding protein PABPN1 in RNA decay has been reported [4–6]. An RNA-seq study showed that knockdown of PABPN1 increases the accumulation of endogenous long noncoding RNAs (lncRNAs), several noncoding snoRNA host genes (ncSNHGs) and transcripts upstream of mRNA gene promoters [4]. In addition, the Kaposi’s sarcoma-associated herpesvirus (KSHV) produces an abundant polyadenylated nuclear (PAN) RNA during the lytic phase of viral infection. A cis-acting element, called the ENE, protects PAN RNA from PABPN1-mediated decay by forming a triple helix with the poly(A) tail [5,7,8]. PABPN1 additionally promotes the degradation of a poorly exported intronless β-globin mRNA, but not its spliced and efficiently exported counterpart, suggesting it serves a QC function for non-exportable polyadenylated RNAs. PABPN1-mediated decay has been observed in *S*. *pombe* and humans suggesting an important conserved function [9–12].

The canonical mammalian poly(A) polymerases PAPα and PAPγ (PAP), and the nuclear exosome are involved in PABPN1-mediated decay of intronless β-globin and PANΔENE reporters [5]. Several observations demonstrate that hyperadenylation by PAP promotes decay. First, knockdown of either PABPN1 or PAP stabilizes RNAs with shorter poly(A) tails. Second, knockdown of the exosome leads to the accumulation of hyperadenylated products. Third, inhibition of polyadenylation by cordycepin inhibits RNA decay. Fourth, expression of a dominant-negative PABPN1 double point mutant (L119A/L136A or LALA) that binds RNA but cannot stimulate PAP [13] stabilizes target RNAs. A global decay function for PAP is validated by the analyses reported here, so we now refer to this pathway as PABPN1 and PAPα/γ**-**mediated RNA decay (PPD).

PABPN1 and PAP have been extensively characterized for their roles in mRNA 3´-end formation [14]. Polyadenylation is initiated by co-transcriptional recruitment of the cleavage and polyadenylation specificity factor (CPSF) to the AAUAAA polyadenylation signal (PAS) through the CPSF30 and WDR33 subunits [15,16]. Extensive in vitro studies defined the roles of PAP, PABPN1, and CPSF in the normal polyadenylation of mRNA 3´-ends [13,17]. Without CPSF, PAP has low binding affinity for RNA, but the CPSF-PAP interaction drives binding and generation of an oligo(A) tail. PABPN1 binds the oligo(A) tail and forms a complex with PAP-CPSF-oligo(A). PAP becomes tightly tethered to the RNA, and polyadenylation is highly processive to ~200–300 nt poly(A) length. At this point, the interaction between PAP and CPSF is lost and polyadenylation becomes distributive, but this distributive polyadenylation continues to be stimulated by PABPN1.

We proposed that PABPN1-dependent and CPSF-independent stimulation of distributive PAP activity provides the polyadenylation associated with PPD [5]. Here, we refer to this as “hyperadenylation” as it occurs after the initial 3´-end formation step. To explore this globally, we performed RNA-seq following inactivation of hyperadenylation by two distinct methods. Consistent with the PABPN1 knockdown studies, we found that several classes of lncRNAs, including ncSNHGs, primary microRNA transcripts, and upstream antisense RNAs, are susceptible to PPD. In addition, we identified mRNAs and (pre-)mRNAs with retained introns that are PPD targets. Surprisingly, transcription inhibition led to a robust PABPN1-dependent hyperadenylation of a large pool of nuclear RNAs apparently due to the uncoupling of hyperadenylation from decay. Finally, we observed that a CPSF-independent poly(A) tail initiates PPD, but hyperadenylation was not sufficient for PPD in the absence of PABPN1. From these studies, we conclude that PPD is a major human nuclear RNA decay pathway.

## Results

### Identification of PPD targets

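Polyadenylated RNA of HEK293 cells, a line derived from human embryonic kidney, was sequenced in 5 groups of 2 libraries each. The groups were total RNA of control cells, total RNA of cells depleted of the canonical poly(A) polymerases PAPα and PAPγ by siRNA (siPAP), and nuclear RNA of control cells, of siPAP cells and of cells expressing LALA, a mutant of the nuclear poly(A)-binding protein PABPN1 (LALA). Both treatments lasted 3 days. The authors mapped stranded paired-end reads with TopHat2, assembled transcripts with Cufflinks on the hg19 build, and compared the groups with Cuffdiff. Their deposited table gives, for each of 30809 assembled genes, the mean FPKM of each group and a p-value and q-value for each pair of groups. FPKM divides the fragments of a gene by its exon length and by the mapped fragments of the library, so each value is a relative level and not a count. No values of single libraries are in the table, so group means are given with no SD or n, and the number of reads per library is not given in the sources used here. The 3 comparisons were siPAP total against control total, siPAP nuclear against control nuclear and LALA nuclear against control nuclear. LALA was not compared in total RNA, and the 2 nuclear comparisons share their control libraries. A gene was called at the paper's thresholds, an FPKM of at least 1 in the treated group with p and q below 0.05 in the authors' deposited table. The authors adjusted q over the 10 pairs of groups jointly, and 7.0e-04 is the smallest q in their deposited table. Cuffdiff tested 15920 genes in siPAP total, 16266 in siPAP nuclear and 16853 in LALA nuclear RNA. The median log2 fold change of expressed genes was -0.06 in siPAP total, -0.09 in siPAP nuclear and -0.16 in LALA nuclear RNA, and medians of gene lists are given relative to these shifts. The deposited table names 5706 of the assembled genes only by an assembly number, and 769 names hold several genes whose transcripts were merged.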

We aimed to generate a high-confidence list of PPD targets by performing RNA-seq on polyadenylated RNA from cells in which PPD-associated hyperadenylation had been inactivated by two independent methods. For one treatment, we prepared RNA from cells after a three-day co-depletion of PAPα and PAPγ by siRNAs (siPAP)(S1A Fig). For the second treatment, we created a stable cell line expressing myc-tagged LALA under control of a tetracycline-responsive promoter (TetRP). Following a three-day induction of LALA, we collected RNA in preparation for high-throughput sequencing. Under these conditions, LALA was expressed at levels only slightly greater than endogenous wild-type PABPN1 (S1A Fig). We examined polyadenylated RNAs from detergent-insoluble nuclear fractions of control, LALA, and siPAP-treated cells and on total polyadenylated RNA from control and siPAP-treated cells. Our fractionation procedure enriches for chromatin and nuclear speckle-associated RNAs [18–20]. Admittedly, the protocol results in the loss of some detergent-soluble nuclear material, but the fractions have little cytoplasmic contamination.

We identified 1339 differentially expressed genes (DEGs) with increased (upregulated) and 1576 DEGs with decreased (downregulated) levels in at least one PPD inactivation condition (Fig 1A)(S1 Table). 

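In total RNA after PAP knockdown, LINC00115 was 5.01-fold, the noncoding gene LOC100216546 5.34-fold and a locus named NUAK1 4.57-fold higher than in control cells. Among the lower genes, UCP2, which encodes a mitochondrial carrier, fell by 1.88 on the log2 scale and FUOM by 1.70. In nuclear RNA after PAP knockdown, LOC100270804 was 6.75-fold higher, while the amino acid transporter gene SLC7A8 fell by 1.80 and CDH2, which encodes N-cadherin, by 1.57 on the log2 scale. In LALA nuclear RNA, a locus named PLEKHG4 was 7.18-fold and the histone gene HIST1H2AC 6.48-fold higher, while RNF187 fell by 1.65 on the log2 scale. The loci named NUAK1 and PLEKHG4 carry the names of those genes in the assembly and need not be their mRNAs. All of the above come from the 8 largest changes per comparison and direction among annotated genes with at least 5 FPKM in the higher group. Genes of oxidative phosphorylation, a list fixed before the data were examined like the other lists below, were lower at 12 of 75 loci in siPAP total, 10 of 75 in siPAP nuclear and 20 of 76 in LALA nuclear RNA, with none higher. Adjusted over the list alone, 12, 9 and 29 were lower. Relative to all expressed genes, the median log2 fold changes of the list were -0.24, -0.23 and -0.25, each below all of 10000 random lists matched on FPKM. CYC1, a subunit of respiratory complex III, had log2 fold changes of -0.57, -0.52 and -0.55, and the ATP synthase subunit gene ATP5G3 had -0.54, -0.47 and -0.60. Genes that encode proteins of the mitochondrial ribosome were lower at 3, 3 and 7 of 71 loci, with none higher (1, 1 and 4 lower adjusted over the list alone), a share no larger than that of all tested genes in the siPAP comparisons. Relative to all expressed genes, the medians of this list were -0.15, -0.08 and -0.15, at percentiles 0, 3.67 and 0.400 of the FPKM-matched lists, of which the siPAP nuclear value lies inside the central 95%. MRPL16 was lower in each comparison. At the paper's thresholds, 782 genes were higher and 708 lower in siPAP total, 890 and 848 in siPAP nuclear, and 756 and 757 in LALA nuclear RNA. Counted once, 1339 genes were higher and 1576 lower in at least 1 comparison, of which 8 were called in opposite directions in different comparisons. The lowest log2 fold change in LALA nuclear RNA, -10.23 at TMEM42, compares 2.55 FPKM with 3077 in control nuclear RNA, whereas control total RNA had 2.09 and siPAP nuclear RNA 4400 FPKM.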

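An antisense transcript at SYT15 on chromosome 10 (46951453 to 46972955 of hg19) was 5.94-fold higher in siPAP total, 5.88-fold higher in siPAP nuclear and 6.88-fold higher in LALA nuclear RNA. A transcript assembled at LRRFIP2, which the paper's S2 Table classes as a promoter upstream transcript, was 5.52-, 5.87- and 5.00-fold higher, and one of the same class, named FAM134B in the assembly and paired with ZNF622 in that table, was 4.52-, 5.07- and 4.84-fold higher. Among the genes lower in each comparison, DDIT4, an inhibitor of mTORC1 signalling, had log2 fold changes of -1.30, -1.43 and -1.36. GAMT, an enzyme of creatine synthesis, had -1.76, -1.67 and -0.93, STMN3, a stathmin that binds tubulin, -1.68, -1.76 and -0.93, and SHISA2 -1.36, -1.35 and -0.90. In all, 353 genes were higher and 131 lower in each of the 3 comparisons, and all their assembly numbers are those in the S2 Table. Of the genes tested in both fractions, 640 were higher and 499 lower in both siPAP total and siPAP nuclear RNA, which have separate controls, where independent lists would share 44.6 and 38.5. Across 12211 genes, the log2 fold changes of these 2 comparisons had Pearson's r = 0.83 and Spearman's rho = 0.83, across genes, which are not independent replicates. SiPAP total and LALA nuclear RNA, which also have separate controls, shared 365 higher and 154 lower genes, against 36.7 and 34.4 for independent lists. SiPAP nuclear and LALA nuclear RNA shared 437 higher and 215 lower genes, against 41.7 and 40.4 for independent lists and 6.40 in each direction for simulated unchanged groups with shared controls. Independent lists would share 2.14 higher and 1.91 lower genes over the 3 comparisons, and simulated unchanged groups 0.0200. The simulation held no changed genes, so its lists were far shorter than those called here. It does not show how much shared controls add to lists of the real size. With 2 control libraries given only as a mean, the controls could not be split, and part of the excess in the nuclear comparisons may come from the shared controls.

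**Figure D1:**
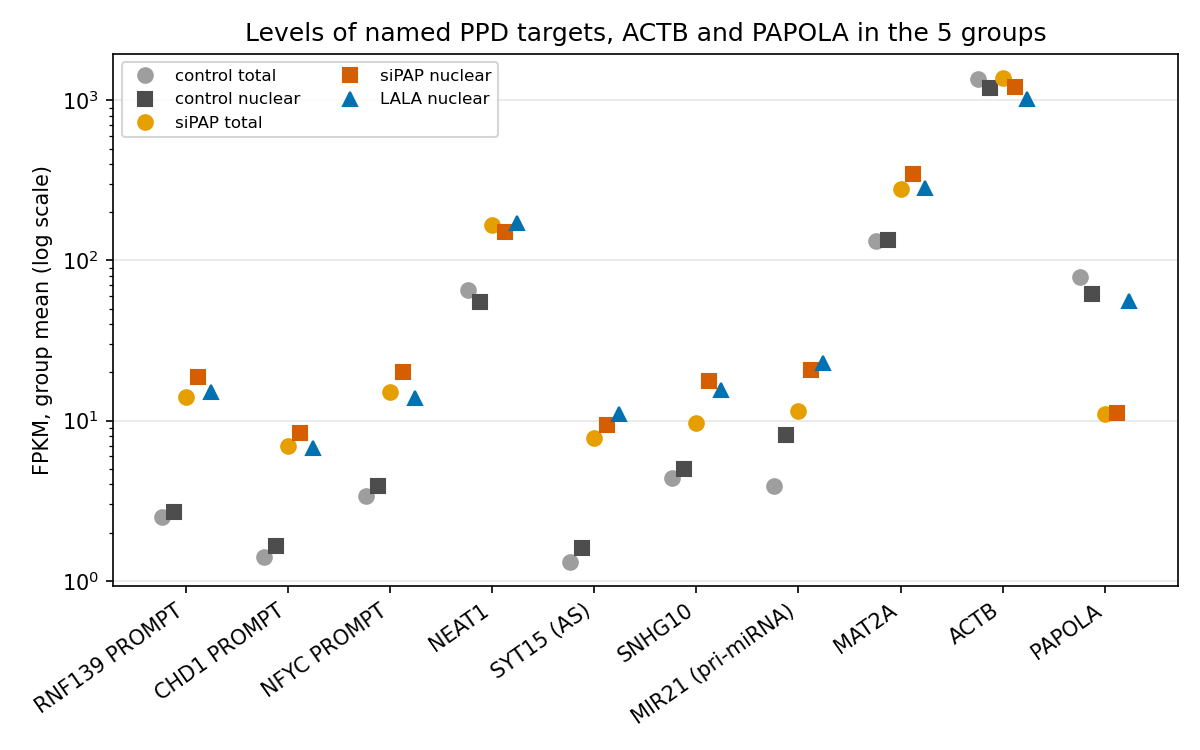
Mean FPKM (log axis) of 10 transcripts in the 5 groups, with a point for each group mean and no error bars, as the table gives no values of single libraries. The 8 PPD targets lie higher in siPAP and LALA cells than in control cells, ACTB lies between 1012 and 1374 FPKM in the 5 groups, and PAPOLA, the gene of PAPα, is lower in both siPAP groups.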

We defined high-confidence PPD targets to be those DEGs upregulated in all three datasets (Fig 1B and 1C). 

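Unannotated loci carry no gene name in the authors' deposited table, only an assembly number. They were assembled from reads of this study, so RNAs that rise after treatment may be favoured among them. Locus XLOC_010804 on chromosome 16 (21961624 to 21964371 of hg19) rose 6.16-fold in siPAP total, 7.60-fold in siPAP nuclear and 3.53-fold in LALA nuclear RNA. XLOC_006378 on chromosome 12 (89761406 to 89763299) rose 6.08-, 6.09- and 5.18-fold from 0.252 FPKM in control total RNA. The 1 unannotated locus lower in all comparisons, XLOC_026562 on chromosome 7 (27498378 to 27498774), had 956 FPKM in control total RNA and log2 fold changes of -0.66, -0.79 and -0.62, and is named because it is the only one. As a group, 185 of 864 unannotated loci tested with at least 1 FPKM in either group and above 0 in both, chromosome Y left out, were higher in siPAP total, 264 of 1018 in siPAP nuclear and 309 of 1167 in LALA nuclear RNA, against 6, 6 and 5 lower (189, 279 and 332 higher, 10, 8 and 11 lower, adjusted over the list alone). Their median log2 fold changes relative to all expressed genes were 0.70, 0.91 and 1.14. Of the genes higher in all 3 comparisons, 138 (39.1%) were unannotated, and of those lower 1 (0.763%), a difference with p = 8e-22 (Fisher's exact test, two-sided), across genes, which are not independent replicates. Among genes that changed by at least 1 on the log2 scale, 49.4% of the higher genes and 0 of the 2 lower genes were unannotated (p = 0.5, Fisher's exact test), so with so few lower genes the difference could not be tested.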

Interestingly, 39% (138/353) of the high-confidence transcripts mapped to unannotated loci in the reference genome, while only one of the 131 overlapping downregulated genes (0.8%) was unannotated. We visually inspected the sequence traces of all high-confidence transcripts and categorized them as mRNAs or one of several classes of ncRNA: promoter upstream transcripts (PROMPTs, also known as TSSa-RNAs)[21,22], antisense RNAs (AS), primary miRNA (pri-miRNA), ncSNHG, or lncRNA (S2 Table). 

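The largest noncoding classes were promoter upstream transcripts (PROMPTs), with 149 members, and lncRNAs, with 91. The antisense (AS) class had 25 members, the primary miRNA (pri-miRNA) class 8 and the noncoding snoRNA host genes (ncSNHGs) 6, and 74 targets were mRNAs. The pri-miRNA of MIR148A on chromosome 7 (25988192 to 25989606 of hg19) was 4.34-fold higher in siPAP total, 3.76-fold in siPAP nuclear and 3.49-fold in LALA nuclear RNA, and that of MIR21 on chromosome 17 (57918547 to 57919759) 2.93-, 2.55- and 2.82-fold. PRR25, in the AS class, rose 4.53-, 4.40- and 3.51-fold. The classes are the paper's, from its S2 Table, and each target is counted by its first annotation, since 13 targets have 2. Counted so, 279 of the targets (79.0%) were noncoding. The folds computed from the group means differed from those in the S2 Table by at most 1.1e-05 on the log2 scale.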

Most of the RNAs were ncRNAs (80%, Fig 1D). We additionally performed an independent bioinformatic analysis utilizing a dataset including nearly 14,000 known and novel annotated lncRNAs (GENCODE)(see Materials and Methods). 

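Of the GENCODE lncRNAs in the paper's S3 Table that rose in each comparison, SETD5-AS1 was also 2.65-fold higher in siPAP total, 2.83-fold in siPAP nuclear and 2.45-fold in LALA nuclear RNA in the Cuffdiff assembly. ZNF674-AS1 was 3.97-, 4.61- and 2.82-fold higher and ZEB1-AS1 2.26-, 2.52- and 2.31-fold. These 3 lncRNAs were chosen after their values were seen. By symbol, 49 of the 408 lncRNAs were found, at 51 assembled genes. Of these genes, 14 were called higher in siPAP total, 14 in siPAP nuclear and 12 in LALA nuclear RNA, 11 in all 3 comparisons and none was lower in any. The fold change was above 1 in all 3 comparisons for 41 of them, and the median log2 fold changes were 0.97, 1.19 and 1.08. Several of the 41 lay far below 1 FPKM in every group, so their fold changes are uncertain. BSN-AS2, for 1, had 0.0313 FPKM in control total and 0.172 FPKM in LALA nuclear RNA. A match by symbol, such as the locus that merges ZNF595 with ZNF718, need not be the RNA that edgeR measured. The list was made from the same libraries by edgeR, on counts that are not used here, so its direction is not independent evidence. Most of the 408 carry identifiers that the assembly does not use and were not matched.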

For this analysis, we observed 1178 upregulated lncRNA DEGs in at least one PPD inactivation condition and 408 of these were identified in all three data sets (S1C–S1E Fig and S3 Table). Thus, a considerable number of noncoding polyadenylated nuclear RNAs accumulate upon LALA overexpression and PAP knockdown, suggesting that these transcripts are PPD substrates.

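Among lncRNAs known to stay in the nucleus, NEAT1, the scaffold of paraspeckles, was 2.52-fold higher in siPAP total, 2.74-fold in siPAP nuclear and 3.15-fold in LALA nuclear RNA. KCNQ1OT1, which silences neighbouring genes in cis, rose 1.98-, 2.16- and 3.26-fold, and TUG1 had log2 fold changes of 0.91, 1.01 and 0.52. MALAT1 passed the thresholds in LALA nuclear RNA, where its log2 fold change was 1.04, and not after PAP knockdown, where it was 0.31 in total and 0.13 in nuclear RNA. LINC00657 (NORAD), which is known as mainly cytoplasmic, showed the reverse, with 0.74 and 0.66 after PAP knockdown and 0.04 in LALA nuclear RNA. The paper states that MALAT1 has no poly(A) tail, and polyadenylated RNA was sequenced, so the MALAT1 values need not reflect its level in the cell. Of 11 lncRNAs measured on the list, which was fixed as nuclear-retained but also holds LINC00657, 4, 5 and 4 were higher and none lower (5 higher in each comparison, adjusted over the list alone). Their median log2 fold changes relative to all expressed genes were 0.67, 0.75 and 0.68, each at percentile 100 of the FPKM-matched random lists. Of genes named LINC, 9 of 42, 11 of 44 and 8 of 46 were higher against 1, 2 and 0 lower (9, 11 and 8 higher, 1, 3 and 0 lower, adjusted over the list alone), LINC00629 among those higher in each comparison at 2.93-, 3.26- and 2.29-fold. Of genes named as antisense, 12 of 118, 12 of 118 and 10 of 124 were higher against 1, 0 and 0 lower (12, 10 and 10 higher, 2, 0 and 0 lower, adjusted over the list alone). FRMD6-AS1 rose 2.88-, 2.84- and 3.39-fold. LINC00629 and FRMD6-AS1 were chosen after their values were seen. From the accumulation of noncoding RNAs under both ways of inactivating PPD, the paper proposes that these RNAs are substrates of PPD.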

**Fig 1:**
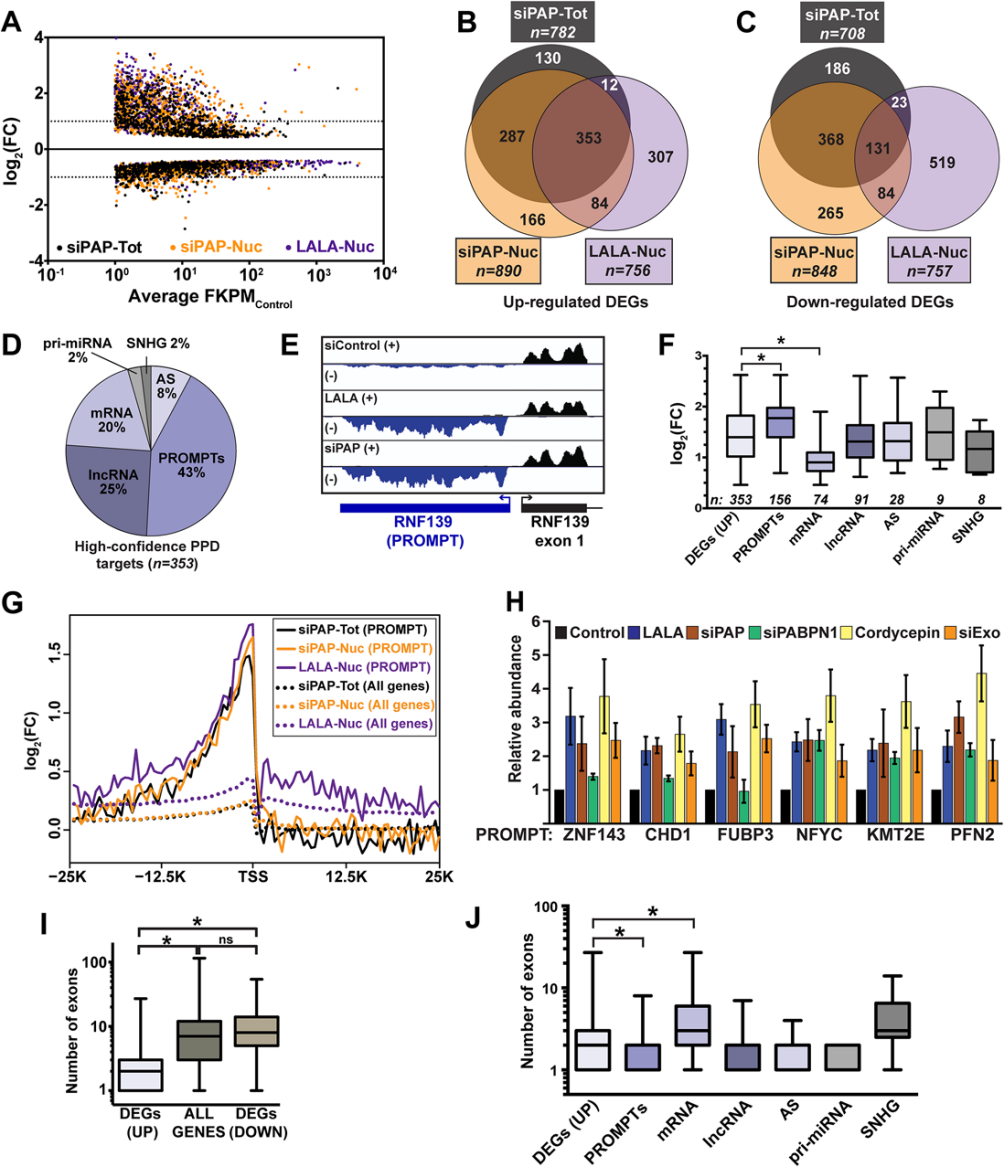
Global analysis of PPD targets. *(A)* Scatter plot of DEGs from each of the three datasets tested. The log_2_ fold change (FC) is relative to the untreated total or nuclear RNA as appropriate. The x-axis is an average FPKM of the control samples for the two biological replicates. *(B)* Venn diagram of the upregulated DEGs identified in each of the three samples. *(C)* Venn diagram of the downregulated DEGs identified in each of the three samples. *(D)* Pie chart of the annotations assigned to the 353 high-confidence upregulated DEGs. *(E)* Strand-specific sequence traces from the RNF139 locus. The plus strand is in black; the minus strand is in blue. *(F)* Box-and-whiskers graph of the fold change of the siPAP total samples for each of the high-confidence target categories. For all box-and-whisker plots, the box corresponds to the 25^th^ through the 75^th^ percentile, the horizontal line is the median and the whiskers represent the upper and lower 25 percent. In this graph, asterisks indicate a p-value <0.0001 (Mann-Whitney test). Thirteen RNAs were categorized into two groups. *(G)* Composite RNA profiles comparing the fold changes from the high-confidence PROMPTs (solid lines) or the entire genome (dotted lines). The data are from one biological replicate; the other replicate is shown in S1B Fig. *(H)* Bar graph of results from qRT-PCR of six PROMPTs under five PPD inactivation conditions as listed. The values are averages and the error bars are standard deviation (*n = 3*). *(I)* Box-and-whisker plots of the number of exons for the up- or downregulated DEGs or all expressed genes. Expressed genes were defined as those with FPKM>1 (*n = 13044*; asterisk, p-value <0.0001; Mann-Whitney test; “ns”, not significant). *(J)* Box-and-whiskers plot of the number of exons for each category of high-confidence targets. (asterisk, p-value <0.0001; Mann-Whitney test).

Eukaryotic promoters produce bidirectional transcripts, but generally only one direction produces a stable RNA [22–25]. 

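The PROMPT of RNF139 on chromosome 8 (125485118 to 125486869 of hg19) rose from 2.51 to 14.0 FPKM in total RNA after PAP knockdown, from 2.70 to 18.7 FPKM in nuclear RNA after PAP knockdown, and to 15.1 FPKM in LALA nuclear RNA. The PROMPT of CHD1 was 4.92-, 5.05- and 4.09-fold higher in siPAP total, siPAP nuclear and LALA nuclear RNA, and that of NFYC 4.46-, 5.16- and 3.57-fold. The PROMPTs of KMT2E (3.85-, 4.39- and 5.07-fold), ZNF143 (3.41-, 4.84- and 4.09-fold), PFN2 (3.65-, 4.38- and 2.56-fold) and FUBP3 (2.75-, 3.99- and 4.38-fold) were also higher in each comparison. All of these had q = 7.0e-04 in each comparison in the authors' deposited table. Including second annotations, 156 of the 353 targets were PROMPTs. Their median log2 fold changes of 1.75, 1.83 and 1.74 compare with 1.13, 1.28 and 1.15 for the other targets. In siPAP total, the difference of 0.62 was 0.50 among targets with at least 1 FPKM in control cells and 0.49 with 0.1 FPKM added to each group mean, and 0.17 with 1 FPKM added, which shrinks changes at low levels by construction (p = 1e-05 in each, permutation test). For siPAP total, p was 1e-05, the smallest the permutations can give (two-sided permutation test on ranks of 156 against 197 targets, 3.0e-05 adjusted over 6 classes). The test is across genes, which are not independent replicates. The medians of pri-miRNAs (1.49, 1.56 and 1.49), AS transcripts (1.36, 1.48 and 1.43) and lncRNAs (1.31, 1.37 and 1.30) did not differ from those of the other targets in siPAP total by the same permutation test (adjusted p = 0.88, 0.88 and 0.26).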

With respect to number and fold change, PROMPTs were the most responsive class of PPD targets (Fig 1D–1F). Importantly, composite RNA profiles confirmed that our visual assignment of PROMPT was accurate (Fig 1G and S1B Fig). Interestingly, we observed a small peak upstream of the transcription start site (TSS) when the entire genome was used for the composite (dotted lines), suggesting an effect beyond our high-confidence targets (solid lines). We validated the response of six PROMPTs to several PPD inactivation strategies (Fig 1H). In addition to LALA expression and PAP knockdown, we knocked down PABPN1 (siPABPN1), or co-depleted the two catalytic components of the exosome, DIS3 and RRP6 (siExo)(S1A Fig). We also inhibited poly(A) tail extension using cordycepin, an adenosine analog that acts as a chain terminator for poly(A) polymerase due to the absence of a 3´ hydroxyl group. As expected, the levels of the PROMPTs increased upon PPD inactivation, but in some cases PABPN1 knockdown did not have an effect. This is likely due to a general impairment of transcription upon PABPN1 depletion (see below).

We previously reported that an intronless β-globin reporter RNA is degraded by PPD, but its spliced counterpart is stable [5]. Therefore, we tested whether there was a correlation between number of exons and PPD susceptibility. We found that upregulated genes had significantly fewer exons (median 2) than genes from the reference list (median 7), or downregulated DEGs (median 8)(Fig 1I). 

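Genes higher in all 3 comparisons had a median of 2 exons and those lower in all 3 a median of 8. Of the lower genes with the largest changes, the metalloproteinase gene MMP17 has 9 exons and log2 fold changes of -0.85, -0.79 and -0.90, and DHRS3, an enzyme that acts on retinal, has 6 exons and -0.81, -0.88 and -1.10. RDH10, which makes retinal from retinol, has 6 exons and -0.98, -1.20 and -0.87. Single-exon genes made up 4 of the 131 lower genes. Exon numbers are the paper's, from its S2 Table, and were compared by a two-sided permutation test on ranks of 353 against 131 genes (p = 1e-05, the smallest the permutations can give), across genes, which are not independent replicates. As a reference list, 12120 annotated genes had more than 1 FPKM in control total RNA, and 10935 of them (90.2%) could be matched to a GENCODE gene, with a median of 9 exons in the canonical transcript. Against the reference genes outside the targets, the higher genes had fewer exons (p = 1e-05 by the same permutation test), and the lower genes had 8 against 9 (p = 0.047, permutation test). The higher and lower genes were counted in the assembled transcripts and the reference genes in GENCODE. The mRNA targets had a median of 3 by the S2 Table and of 5 in GENCODE. That gap is larger than 8 against 9, so the test cannot decide whether the lower genes differ.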

Noncoding RNAs tend to have fewer exons than protein-coding mRNAs, so our results could be explained by the high proportion of ncRNAs in our dataset, rather than a direct consequence of reduced number of exons. However, even mRNA targets had significantly fewer exons than genes from the reference list (median 3 vs median of 7, p<0.0001). Moreover, the fold changes upon PPD inactivation inversely correlated with the number of exons (S2 Fig). 

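KLHL31, an mRNA target with 3 exons, rose 4.92-fold in siPAP total, 7.40-fold in siPAP nuclear and 2.86-fold in LALA nuclear RNA. EID2B, with 2 exons, rose 3.73-, 2.75- and 1.94-fold, and ETV5, a transcription factor gene with 7 exons, 2.96-, 2.77- and 2.95-fold. They had the largest fold changes among mRNA targets in siPAP total. Taken from GENCODE for both groups, the median was 5 exons for the 65 mRNA targets that could be matched (87.8% of 74) and 9 for 10832 other expressed genes (p = 1e-05, the smallest the permutations can give, two-sided permutation test on ranks). With the exon numbers of the S2 Table, the 74 mRNA targets had a median of 3. Genes are not independent replicates in this test.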

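Among the targets, those with a single exon had the largest median fold changes. The 173 single-exon targets had median log2 fold changes of 1.63 in siPAP total, 1.81 in siPAP nuclear and 1.70 in LALA nuclear RNA, the 149 targets with 2 to 4 exons 1.21, 1.34 and 1.18, and the 31 targets with 5 or more exons 0.78, 0.88 and 0.80. The targets with the most exons, 27 each, were ZFC3H1, which encodes a partner of the nuclear exosome, with log2 fold changes of 0.87, 0.98 and 0.72, and a locus that merges AMY2B with RNPC3, with 0.69, 0.92 and 0.65, named after their values were seen. Across the 353 targets, exon number and log2 fold change had Spearman's rho = -0.52 in siPAP total, -0.52 in siPAP nuclear and -0.51 in LALA nuclear RNA, and Pearson's r = -0.40, -0.38 and -0.37. Each had p = 1e-05, the smallest the permutations can give, also when adjusted over the 3 comparisons. Within the 74 mRNA targets rho was -0.39 (p = 6.3e-04, permutation test) and within the 279 noncoding targets -0.34 (p = 1e-05, permutation test) in siPAP total. With 1 FPKM added to each group mean, rho over all targets was -0.22 (p = 4.0e-05, permutation test). These relations are across genes, which are not independent replicates, and the 3 comparisons are of the same targets. They were not matched on control FPKM, which differs between classes (medians of 0.896 FPKM for PROMPTs and 7.14 FPKM for mRNAs in control total RNA). A target below 1 FPKM in control cells had to rise to at least 1 FPKM to be called. The level and the calling may therefore contribute to the relation with exon number.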

We conclude that PPD substrates have on average fewer exons than transcripts that are not targeted by PPD. Nonetheless, a number of decay targets are spliced, demonstrating that a single splicing event is not always sufficient to confer resistance to PPD.

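Of the 353 targets, 180 had more than 1 exon. A PROMPT at PTPN2 with 2 exons rose 5.47-fold in siPAP total, 7.25-fold in siPAP nuclear and 3.51-fold in LALA nuclear RNA. The AS transcript at ACSBG2, with 2 exons, rose 2.92-, 3.11- and 4.53-fold, and that at ITGAD, with 2 exons, 3.18-, 3.05- and 4.57-fold. The PROMPT at GOT1, also with 2 exons, rose 3.68-, 3.86- and 4.29-fold. Exon numbers are those of the S2 Table and do not show which share of each transcript was spliced.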

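By the S2 Table, PROMPTs, lncRNAs and pri-miRNAs had a median of 1 exon, AS transcripts of 1.5 and ncSNHGs of 3, against 3 for mRNAs. The pri-miRNA locus MIR4482-1, also annotated as AS, has 1 exon and rose 4.92-fold in siPAP total RNA, whereas the mRNA FAM120C has 16. For FAM120C, the paper reports more signal at the 5´ end and no effect on the full-length RNA. Its 16 exons therefore need not describe the RNA that rose. Against all 279 other targets, the 74 mRNA targets had more exons (p = 1e-05, the smallest the permutations can give, two-sided permutation test on ranks across genes, which are not independent replicates). Against single classes, without targets annotated both as mRNA and as that class, the adjusted p over 5 classes was 2e-05 for PROMPTs, lncRNAs and AS transcripts and 3.8e-05 for 8 pri-miRNAs (permutation test). For 7 ncSNHGs it was 0.67 (permutation test).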

While mRNA targets had significantly fewer exons than the reference genes, the mRNA targets had more exons than other PPD target categories except ncSNHGs (Fig 1J). Interestingly, mRNAs also had a significantly lower fold-change upon PPD inactivation (Fig 1F) and mRNAs were expressed at higher basal levels than all other classes except ncSNHGs (S1F and S1G Fig). These data suggest within the cellular pool of the specific PPD-susceptible mRNAs, a subset is exported and thereby escapes PPD. As a result, the mRNAs are less affected by PPD inactivation than PROMPTs, which are presumably not exported.

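The median mRNA target rose 1.87-fold in siPAP total RNA, against 2.90-fold for the other targets. As log2 fold changes, the mRNA medians were 0.90, 0.99 and 0.81 in siPAP total, siPAP nuclear and LALA nuclear RNA, against 1.54, 1.67 and 1.60. In siPAP total, the difference of -0.63 was -0.52 among targets with at least 1 FPKM in control cells, -0.56 with 0.1 FPKM added to each group mean and -0.17 with 1 FPKM added (p = 1.3e-04 for the last, permutation test). In control total RNA, the median mRNA target had 7.14 FPKM and the median of the other targets was 1.01 FPKM. Among mRNAs, MAT2A stood at 132 FPKM, and ZFC3H1, with the most exons, at 24.6 FPKM, while ETV5 had 0.661 FPKM. As deposited, the differences in fold change and in control FPKM each had p = 1e-05, the smallest the permutations can give (two-sided permutation test on ranks of 74 against 279 targets, across genes, which are not independent replicates). By class, PROMPTs had a median of 0.880 FPKM, lncRNAs 1.18 and AS transcripts 1.03, each below the mRNAs with p = 2e-05 adjusted over 5 classes (permutation test). The 8 pri-miRNAs had a median of 2.60 FPKM and the 7 ncSNHGs 10.6 FPKM, and neither differed from the mRNAs by the same permutation test (p = 0.08 and 0.098, both 0.098 adjusted). From the smaller fold change and higher level of mRNAs, the paper proposes that part of the susceptible mRNAs is exported and escapes PPD.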

### PPD degrades a subset of noncoding snoRNA host genes

Most mammalian snoRNAs are excised from introns, but the host genes can produce either coding or noncoding RNAs [26]. We identified several ncSNHGs in our RNA-seq analysis and additional ncSNHGs were upregulated that did not meet our stringent cutoffs. 

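Host genes of snoRNAs that encode no protein responded unevenly. The host gene of SNORD93 on chromosome 7 (22893763 to 22898287 of hg19) rose from 1.99 to 6.64 FPKM in siPAP total RNA and from 3.53 to 10.4 in siPAP nuclear and 13.8 FPKM in LALA nuclear RNA. SNHG21 rose 2.70-, 3.16- and 3.05-fold in siPAP total, siPAP nuclear and LALA nuclear RNA, SNHG10 2.21-, 3.54- and 3.09-fold, and RPL32P3 2.28-, 2.25- and 2.09-fold. DANCR rose 1.71-, 2.27- and 2.41-fold, SNHG20 1.65-, 1.95- and 1.71-fold, and SNHG3 1.58-, 1.68- and 1.39-fold. These 7 of the 24 ncSNHGs that could be matched were higher in all 3 comparisons. SNHG1 was 1.89-fold higher in siPAP total RNA (q = 7.0e-04 in the authors' deposited table), and its 2.17- and 1.68-fold higher values in siPAP nuclear and LALA nuclear RNA did not pass (q = 0.17 and 0.31 in the authors' deposited table). SNHG19 was at 3.72-, 2.66- and 4.34-fold without passing in any comparison (q = 0.47, 0.63 and 0.49 in the authors' deposited table), and 6 ncSNHGs, SNHG1 and SNHG19 among them, had a fold change above 1 in every comparison without being called in all. SNHG5 was lower in siPAP total RNA, at a log2 fold change of -0.64 (q = 0.049 in the authors' deposited table). GAS5 had log2 fold changes of -0.19, -0.11 and -0.16 and ZFAS1 of -0.43, -0.34 and -0.32, and neither passed. Of 40 host genes that encode proteins, none was higher in any comparison and 0, 1 and 8 were lower (0, 0 and 14 adjusted over the list alone), CHD4 among the 8. The 24 were matched 16 by symbol and 8 by an older symbol or by the S2 Table, where the assembly merges SNHG3 with RCC1 and SNHG20 with SEC14L1. When p was adjusted by the Benjamini-Hochberg method within the comparison alone, an alternative chosen after seeing the data, SNHG5 no longer passed in siPAP total RNA (adjusted p = 0.076) and SNHG3 no longer passed in LALA nuclear RNA (adjusted p = 0.053), so SNHG3 was then not higher in all 3.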

In order to obtain a more complete list of ncSNHG PPD targets, we performed qRT-PCR on 24 ncSNHGs expressed in our cell line following inactivation of PPD by several independent methods. In addition, we inactivated NMD by cycloheximide treatment, which indirectly inhibits NMD by inhibiting translation, or by knocking down the NMD factor UPF1 (S1A Fig). Strikingly, we observed largely non-overlapping clusters of ncSNHGs targeted by NMD or PPD (Fig 2A). No upregulation was observed when we used primers that detect the intron-containing transcripts (Fig 2B), so PPD targets the spliced product. We next examined the effects of inactivating both pathways simultaneously. We reasoned that ncSNHGs that evade PPD in the nucleus may be exported and degraded by NMD in the cytoplasm. However, simultaneous PAP knockdown and cycloheximide treatment did not lead to additive accumulation of PPD targets (Fig 2C), suggesting that NMD does not simply degrade ncSNHGs that escape PPD. Instead, each ncSNHG is targeted by a specific pathway.

**Fig 2:**
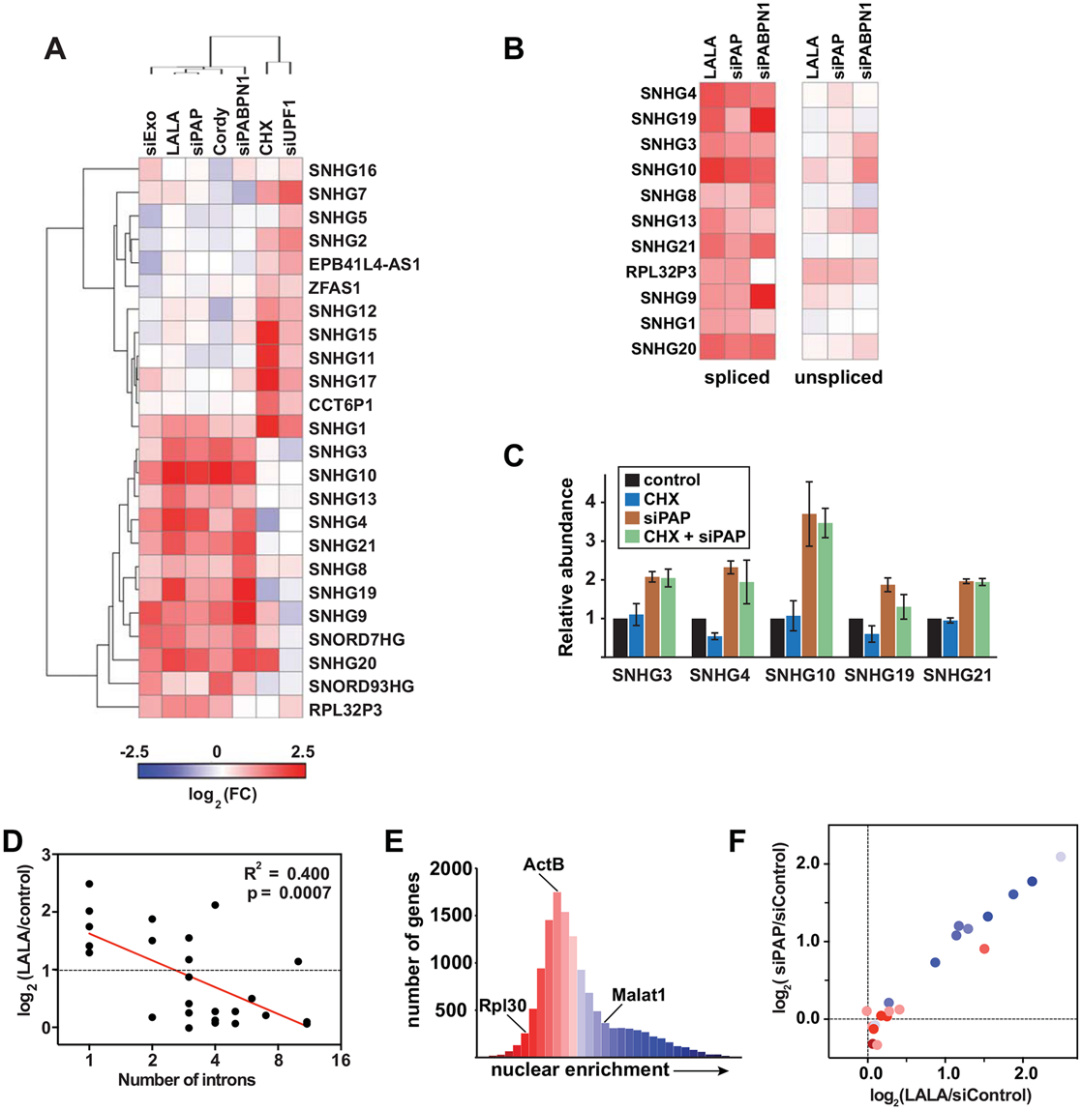
NcSNHGs are degraded by PPD or NMD. *(A)* Heat map showing the changes in spliced ncSNHG levels following RRP6 and DIS3 knockdown (“siExo”), LALA expression, PAP knockdown, cordycepin treatment, PABPN1 knockdown, cycloheximide (CHX) treatment, or UPF1 knockdown. Log_2_ fold change (FC) values were determined by qRT-PCR *(n = 3)*. 7SK RNA was used as a loading control for the cycloheximide experiment, while β-actin or GAPDH was used for all other samples. *(B)* Same as in (A), but the relative changes in spliced (left) and unspliced (right) transcripts are shown. The left panel is reproduced from (A). *(C)* Bar graphs of qRT-PCR data comparing the average relative levels of six ncSNHGs following cycloheximide, siPAP or both treatments. The error bars are standard deviation (*n = 3*). *(D)* Correlation between intron number and the fold change in transcript levels following LALA expression. Expression values are derived from the experiments in (A); the red line is a linear regression. *(E)* Nuclear enrichment scores calculated from each expressed gene (FPKM>0.5, *n = 13*,*114*) were placed into 32 bins and color-coded from red to blue. *(F)* Each ncSNHG was plotted by the average log_2_(FC) values from (A) and color-coded by its NES as determined in (F).

Consistent with our observation that the number of exons inversely correlates with PPD susceptibility, intron-poor ncSNHGs were more likely to be targeted by PPD (Fig 2D). Because NMD and PPD function in the cytoplasm and nucleus, respectively, and splicing promotes mRNA export [27], we reasoned that differences in ncSNHG localization may contribute to PPD-sensitivity. To test this hypothesis, we calculated a nuclear enrichment score (NES) by dividing the fragments per kilobase of exon per million reads mapped (FPKM) in the nuclear dataset by the FPKM value in the total dataset for each expressed gene. 

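The nuclear enrichment score (NES), computed here as control nuclear over control total FPKM, was 1.25 for MALAT1, with 25.4 against 20.4 FPKM, and lay above 79.9% of the expressed genes. ACTB, with 1193 against 1356 FPKM, had an NES of 0.88 and lay above 24.7%, and RPL30, a ribosomal protein mRNA with 1094 against 1568 FPKM, had 0.70 and lay above 2.28%. GAPDH had an NES of 0.77. NEAT1, a lncRNA of paraspeckles, had an NES of 0.83 and lay above 14.5% of the expressed genes. In the authors' deposited table, the nuclear and total levels differed for RPL30 (q = 0.009), and not for MALAT1 (q = 0.17), ACTB (q = 0.5) or NEAT1 (q = 0.27). Scores were computed for 13913 genes above 0.5 FPKM in both control groups, with a median of 0.99. Since FPKM scales each library to its own mapped fragments, an NES gives a gene's enrichment relative to other genes and not the share of its RNA in the nucleus. MALAT1 has no poly(A) tail according to the paper, so its NES in polyadenylated RNA need not represent the bulk of that RNA.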

Plotting the NESs confirmed that the nuclear lncRNA MALAT1 had a high NES (blue), while ACTB and RPL30 mRNAs received lower scores (red)(Fig 2E). Next, we compared the NES to the fold changes observed upon PPD inactivation and found that PPD targets were typically more nuclear, while non-PPD targets were more cytoplasmic (Fig 2F). Thus, the differences in nuclear retention and number of exons influence susceptibility to PPD. 

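High-confidence targets were enriched in the nuclear fraction, with a median NES of 1.10 for 293 targets against 0.984 for 13620 other expressed genes. The NES was above 1 for 216 targets (73.7%) and for 47.0% of the other genes. In the authors' deposited table, 1084 genes were higher and 187 lower in control nuclear than in control total RNA at q below 0.05, and 13 targets were higher and 0 lower, counts that were not tested against each other or matched on FPKM. They do not show that targets were called higher in the nuclear fraction more often than other genes. By class, the medians were 1.12 for PROMPTs, 1.13 for pri-miRNAs, 1.10 for AS transcripts and ncSNHGs, and 1.07 for lncRNAs and mRNAs. The NES difference between targets and other genes had p = 1e-05, the smallest the permutations can give (two-sided permutation test on ranks, across genes, which are not independent replicates), and random lists of other genes matched on FPKM had a median NES of 1.05 (95% of lists 1.02 to 1.08), with the targets at percentile 99.8. Of the ncSNHGs, SNORD93HG had the highest NES, 1.77, followed by SNHG8 with 1.44 and SNHG9 with 1.39, and SNHG5 and SNHG6 the lowest, 0.57 and 0.56. Across 24 ncSNHGs, the log2 NES and the log2 fold change in LALA nuclear RNA had Pearson's r = 0.53 (permutation p = 0.0076, 0.011 adjusted over the 3 comparisons) and Spearman's rho = 0.52 (permutation p = 0.011, 0.017 adjusted). Without the 2 ncSNHGs farthest from the median NES, r was 0.44 (permutation p = 0.037). In siPAP total RNA r was 0.61 and rho 0.53 (adjusted permutation p = 0.0045 and 0.017), and in siPAP nuclear RNA r was 0.35 and rho 0.34, which did not pass (permutation p = 0.093 and 0.11). The control groups enter both axes. Both the NES and the siPAP total fold change are divided by control total FPKM, so error in it pushes their correlation up. Error in control nuclear FPKM pushes the correlations with the 2 nuclear comparisons down. The permutation p-values do not account for this, so the 3 correlations cannot be ranked. With the score taken instead as siPAP nuclear over siPAP total FPKM, which shares no library with the LALA fold change, r was 0.36 and did not pass (permutation p = 0.082). Spearman's rho was then 0.58 (permutation p = 0.0033). That score was measured after PAP knockdown, where its median over 353 targets was 1.21, against 1.10 for 293 targets in control cells. It may thus hold part of the response, so this test cannot decide whether location before treatment goes with the fold change. The paper lists primers for unspliced RNA for some ncSNHGs and does not state how these were chosen. Those ncSNHGs stand in here for its PPD cluster, a choice made for this re-analysis, and SNORD93HG, higher in all 3 comparisons, is not among them. They may have been chosen for their response, so their difference in fold change is not independent evidence. The 10 ncSNHGs for which the paper lists unspliced primers had median log2 fold changes of 0.85, 1.14 and 0.92 in siPAP total, siPAP nuclear and LALA nuclear RNA and a median NES of 1.24, and the other 14 had -0.23, -0.09 and -0.09 and 1.01 (NES difference p = 0.064, two-sided permutation test on ranks). Within the 10, r was -0.02 (permutation p = 0.96), and within the 14 it was 0.59 (permutation p = 0.024), with rho = 0.36 (permutation p = 0.21), so within these groups the relation did not hold throughout. With the 16 ncSNHGs matched by symbol, a choice made after seeing the data, rho was 0.42 (permutation p = 0.1), and the NES of 5 with unspliced primers was higher than that of 11 others (p = 0.027, exact permutation test). The paper plotted qRT-PCR fold changes, and the fold changes used here are those of the RNA-seq.

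**Figure D2:**
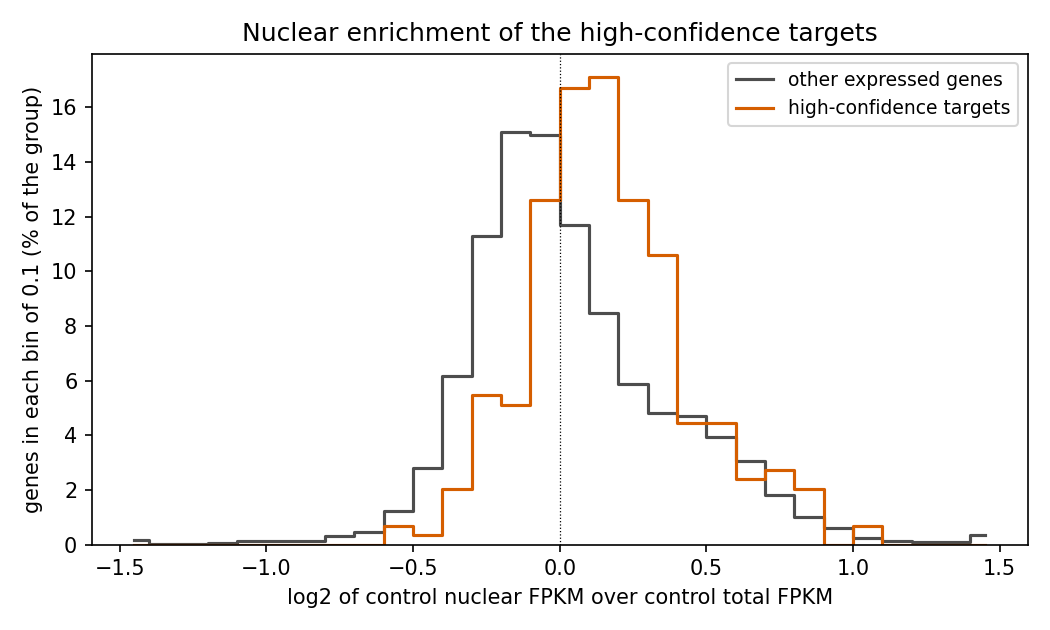
Histogram of log2 NES (x axis, bins of 0.1) as the percent of genes in each bin (y axis) for the 293 high-confidence targets and the 13620 other expressed genes, where the end bins also hold values beyond the axis. The targets lie further to the right, with 73.7% above an NES of 1 against 47.0% of the other genes. The other genes are not matched on FPKM here. Lists matched on FPKM had a median NES of 1.05, closer to the 1.10 of the targets.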

The simplest interpretation of these results is that fewer splicing events lead to less efficient nuclear export, which in turn increases PPD-susceptibility.

### RNAs with retained introns are subject to PPD

MAT2A is a high-confidence PPD target and inspection of its sequence traces revealed retention of the 3´-most intron (Fig 3A). 

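MAT2A, which encodes an S-adenosylmethionine synthetase, lies on chromosome 2 from 85764590 to 85788657 of hg19 in the authors' assembly. Its mRNA was 2.11-fold higher in siPAP total, 2.55-fold in siPAP nuclear and 2.10-fold in LALA nuclear RNA, at 279, 345 and 284 FPKM. The S2 Table gives it 8 exons. MAT2A was 1 of 23 measured mRNAs on a list known for retained or detained introns, of which 2, 2 and 2 were higher and 1, 1 and 1 lower (1, 1 and 2 higher, 1, 1 and 1 lower, adjusted over the list alone). In CLK1, which encodes a kinase that phosphorylates splicing factors, the log2 fold changes were -0.05, -0.04 and -0.47, and it passed the thresholds in LALA nuclear RNA. The paper's S2 Table notes a potential retained intron for 30 targets, all of them mRNAs. The FPKM values are for the whole gene and do not separate the RNA with the retained intron from the spliced mRNA.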

Recent studies have established that intron retention is significantly more common in mammals than previously appreciated [28–31]. Retained intron-containing RNAs (RI-RNAs) can be degraded by NMD, but most are degraded in the nucleus by an unknown pathway [28,29,31]. We tested whether PPD affects RI-RNA decay more generally by examining MAT2A and two other RI-RNAs, OGT and ARGLU1. Each gene produced highly expressed nuclear RI-RNAs and fully spliced cytoplasmic mRNAs (Fig 3A and 3B). The presence of the retained intron is verified below (Fig 4A).

**Fig 3:**
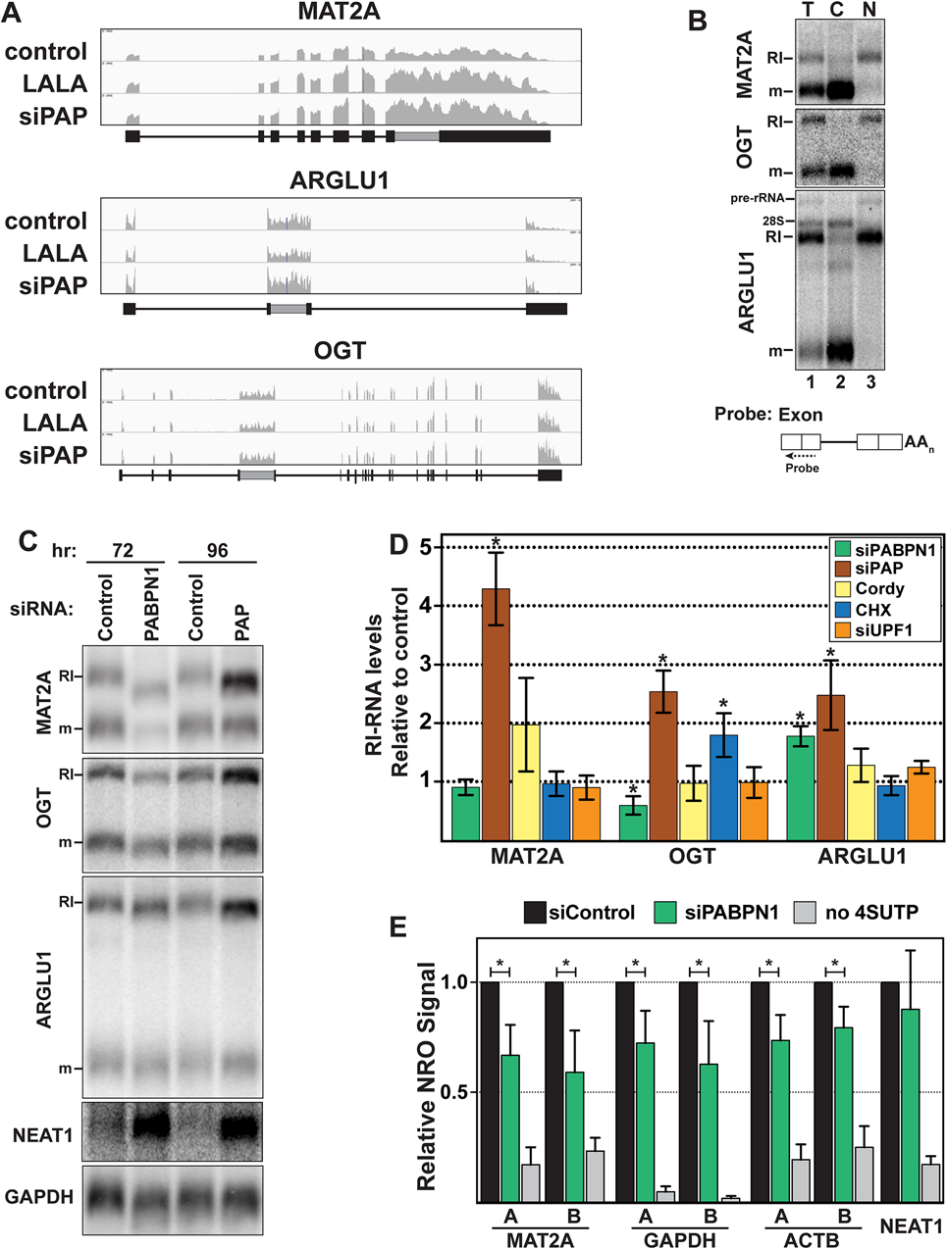
RI-RNAs are subject to PPD. *(A)* Nuclear sequence traces of three RI-RNAs. The RI is shown as a gray box in the gene diagrams. *(B)* Northern blot using total (T), cytoplasmic (C), or nuclear (N) fractions and exon probes that hybridize to both RI and mRNA isoforms. The ARGLU1 probe cross-hybridizes with 28S rRNA; pre-rRNA and rRNA control for fractionation *(C)* Northern blot of specific RNAs from cells treated with siControl, siPABPN1, or siPAP. *(D)* Quantification of the RI isoforms from northern blots (siPABPN1, siPAP, CHX), or qRT-PCR (siUPF1, cordycepin). Each value is normalized to GAPDH or ACTB and expressed relative to the matched control. Error bars are standard deviation from the mean (asterisk, p-value <0.05; unpaired Students t-test; *n = 3*). *(E)* NRO assays using cells treated with control or PABPN1 siRNAs. All values are relative to the control. The no 4SUTP is a negative control in which UTP was substituted for 4SUTP. Two amplicons (labeled “A” and “B”) were used for each gene except NEAT1. Error bars are standard deviation from the mean (asterisk, p-value <0.01; unpaired Students t-test; *n = 4*).

**Fig 4:**
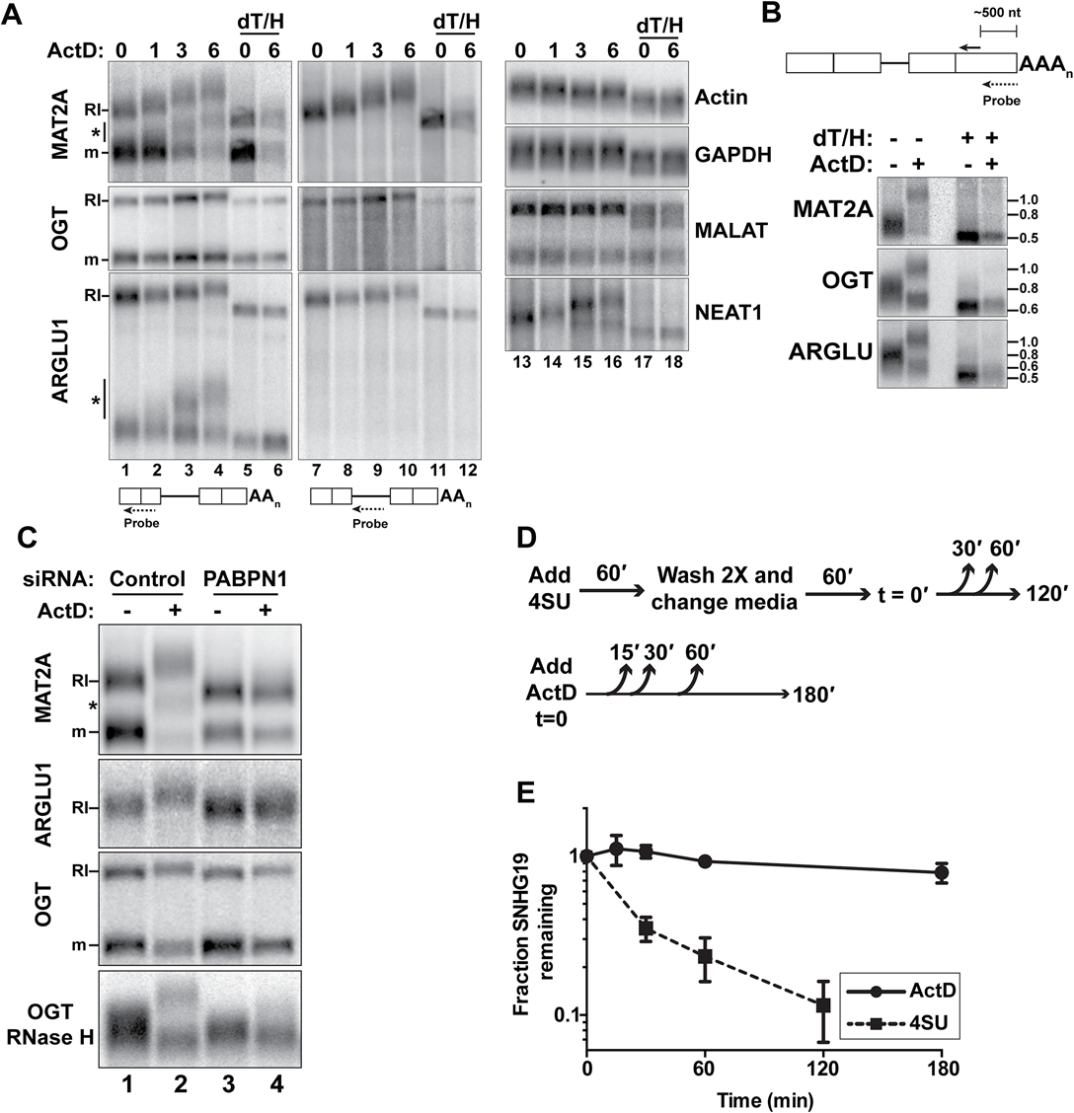
RI-RNAs are hyperadenylated upon ActD treatment. *(A)* Northern blot of RNAs from cells treated with ActD and deadenylated with RNase H and oligo(dT) as indicated. The probes hybridized to exons (lanes 1–6, 13–18) or the RI (lanes 7–12). The asterisk marks RNAs that are fully spliced but hyperadenylated. *(B)* RNAs were cleaved ~500 nt from their poly(A) addition site and examined by northern blot with a probe to the 3´ cleavage product. ActD treatment was for 6 hrs. RNA markers (kb) are shown on the right. *(C)* Northern blots for specific transcripts using RNA from cells transfected with control or PABPN1 siRNAs +/- 6-hr ActD treatment. The bottom panel is an RNase H assay as in (B). *(D)* Scheme of the 4SU pulse-chase and ActD time courses. For the 4SU experiments, cells were washed and grown in label-free media for an additional hour prior to beginning the time course. This step was necessary to allow unincorporated 4SU in the cell to be depleted. *(E)* Decay profiles of SNHG19 as determined by 4SU or ActD.

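ARGLU1 lies on chromosome 13 (107194055 to 107220537 of hg19) and rose from 90.2 to 128 FPKM in total RNA and from 126 to 185 FPKM in nuclear RNA after PAP knockdown, 1.42- and 1.47-fold (q = 0.048 and 0.044 in the authors' deposited table). In LALA nuclear RNA it was at 100 FPKM (q = 0.29 in the authors' deposited table). OGT, which encodes the enzyme that adds O-linked N-acetylglucosamine to proteins, had log2 fold changes of 0.11 in siPAP total, 0.34 in siPAP nuclear and -0.07 in LALA nuclear RNA and passed in none (q = 0.85, 0.43 and 0.91 in the authors' deposited table). With p adjusted within each comparison alone, an alternative chosen after seeing the data, ARGLU1 no longer passed (adjusted p = 0.075 and 0.061). ARGLU1 had an NES of 1.40 and OGT one of 0.93.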

Neither ARGLU1 nor OGT was identified as a high-confidence target, but ARGLU1 was upregulated in the siPAP-total and siPAP-nuclear datasets. Similarly, cordycepin treatment increased MAT2A-RI levels ~2-fold, but this effect did not reach statistical significance (p = 0.10) and cordycepin did not affect OGT-RI or ARGLU1-RI levels (Fig 3D). While these data suggest little PPD sensitivity, none of the RI-RNAs responded to UPF1 depletion and only OGT-RI increased in response to cycloheximide, consistent with previous reports that NMD is not the general mode of decay for these RNAs [28,29,31]. To further probe a potential role of PPD in RI-RNA decay, we tested whether timing of the knockdown experiments influenced our results. When we increased siPAP treatment from three to four days, we observed statistically significant upregulation of MAT2A-RI (4.2-fold), OGT-RI (2.5-fold), and ARGLU1-RI (2.5-fold) supporting the conclusion that PPD targets RI-containing RNAs (Fig 3C and 3D).

PABPN1 knockdown increased ARGLU1-RI levels ~1.8-fold, but neither MAT2A-RI nor OGT-RI increased (Fig 3C and 3D). Unlike siPAP treatments, extended knockdown of PABPN1 did not increase RI-RNAs. Moreover, the cell morphology was generally worse for PABPN1 knockdowns compared to PAP knockdowns suggesting greater toxicity. Therefore, we hypothesized that decreases in transcription prevent accumulation of RI-RNAs upon PABPN1 depletion. To test this idea, we performed nuclear run-on (NRO) assays using the modified nucleotide, 4-thiouridine triphosphate (4SUTP), to detect nascent transcripts. We observed a general decrease in Pol II density on several genes after PABPN1 knockdown (Fig 3E). We conclude that steady-state levels of some PPD targets do not increase upon PABPN1 knockdown due to concomitant decreases in RNA synthesis rates. Importantly, we detected no change in transcription upon PAP knockdown (S3C Fig), consistent with our observation that RI-RNAs accumulate after PAP knockdown. We further corroborated the NRO results by examining nascent transcripts from live cells using a metabolic labeling protocol (S3E Fig). These results support a role for PPD in degradation of nuclear RI-RNAs but suggest that the relative rates of transcription and decay of RI-RNAs may differ from the more robustly upregulated ncRNAs such as PROMPTs. We also examined the mRNA isoform of MAT2A, OGT, or ARGLU1, and observed no general trends (S3B Fig). We suggest this is due to distinct half-lives, translation efficiencies, and/or the precursor-product relationship between a specific RI transcript and its cognate mRNA.

### RNAs with retained introns are hyperadenylated and stabilized following general transcription inhibition

Initially, we attempted to examine MAT2A-RI stability by treating cells with the general transcription inhibitor actinomycin D (ActD). As expected, the mRNA degraded over time (Fig 4A). Surprisingly, the MAT2A-RI isoform was robustly hyperadenylated upon ActD treatment and the transcript persisted. We verified that this transcript corresponded to the MAT2A-RI by stripping and re-probing with a retained-intron specific probe (lanes 7–12). In addition, ARGLU1-RI and the OGT-RI transcripts were stable and hyperadenylated after ActD treatment (Fig 4A). Because these transcripts are longer than MAT2A-RI, the hyperadenylation was not as obvious as for MAT2A. Therefore, we cleaved the transcripts ~500 nt from their 3´ ends using RNase H and a specific targeting DNA oligonucleotide and examined the 3´ fragment prior to and after ActD treatment (Fig 4B). Hyperadenylated and shorter poly(A) tails were readily detected, reflecting the RI and mRNA isoforms, respectively. After ActD treatment, the hyperadenylated tails ranged from ~300–800 nt, while mRNAs were ~50–200 nt (S4 Table). NEAT1, a known ncRNA PPD target [4], was also hyperadenylated after ActD treatment (Fig 4A, lanes 13–18). In contrast, neither β-actin nor GAPDH mRNAs displayed poly(A) tail extension upon ActD treatment (lanes 13–18). Moreover, the nuclear ncRNA MALAT1, which does not have a poly(A) tail [32], was not extended upon ActD treatment.

MAT2A and ARGLU1 RNAs of intermediate lengths were hyperadenylated after ActD treatment (Fig 4A, asterisks). We observed only two bands corresponding to fully spliced and RI-RNAs after RNase H/oligo(dT) treatment, so we conclude that these RNAs are spliced, but still subject to hyperadenylation and nuclear retention. (S3D Fig). We discuss possible mechanisms of production of these RNAs in the Discussion section.

PABPN1 knockdown prevents the hyperadenylation of RI-RNAs after ActD treatment (Fig 4C, compare lanes 2 with 4). PABPN1 depletion also decreased the length of MAT2A-RI in the untreated samples (lanes 1 and 3), but the MAT2A mRNA lengths were largely unaffected. Similar results were observed with PAP knockdown (Fig 3C). Thus, PABPN1 and PAP hyperadenylate MAT2A-RI even in control cells and similar results were observed with ARGLU1-RI and OGT-RI isoforms (Fig 4C). If PABPN1 knockdown released RI-RNAs from the nucleus, the shorter poly(A) tails could be due to cytoplasmic deadenylation. However, the RI-RNAs remained predominantly nuclear upon PABPN1 depletion (S3A Fig). We conclude that RI-containing transcripts have longer poly(A) tails due to PABPN1 and PAP activity, and that this effect is exacerbated following treatment with ActD.

MAT2A-RI is targeted by PPD, but upon ActD treatment the poly(A) tail is extended and the RNA is relatively stable. One interpretation of this finding is that ActD treatment decouples hyperadenylation from decay. To test this with a different PPD target, we compared the half-lives of SNHG19 after ActD treatment with a 4SU metabolic pulse-chase assay that does not require general transcription inhibition (Fig 4D). The apparent half-life of SNHG19 in ActD was >3hr, while the pulse-chase method yielded a <30 min half-life (Fig 4E). These observations show that some PPD targets are stabilized by general transcription inhibition and highlight the potential caveats of using general transcription inhibitors to monitor nuclear RNA half-lives.

### Transcription shut-off induces the hyperadenylation of bulk nuclear RNAs

To explore the generality of the ActD-induced hyperadenylation, we collected RNA from cells treated with ActD over a 6-hr time course and digested them with RNase T1, a G-specific endonuclease, to degrade transcripts but leave poly(A) tails intact. We then detected bulk poly(A) tails by northern blot with an oligo(dT)_40_ probe (Fig 5A). After ActD treatment, one subset of poly(A) tails lengthened, while another population shortened over time. We observed similar effects with 5,6-dichloro-1-β-D-ribofuranosylbenzimidazole (DRB), flavopiridol, and triptolide, which inhibit transcription by mechanisms distinct from ActD (S4A Fig) [33]. Moreover, this hyperadenylation was observed in HeLa cells and primary mouse macrophages, so the effect is neither cell-type nor species-specific (S4B Fig). Admittedly, the fraction of RNAs hyperadenylated is lower than its appearance on the northern blots (Fig 5A) because more oligo(dT)_40_ probes will hybridize to the longer tails to increase the signal, but the hyperadenylated transcript pool nonetheless comprises a large fraction of the total poly(A) RNA.

**Fig 5:**
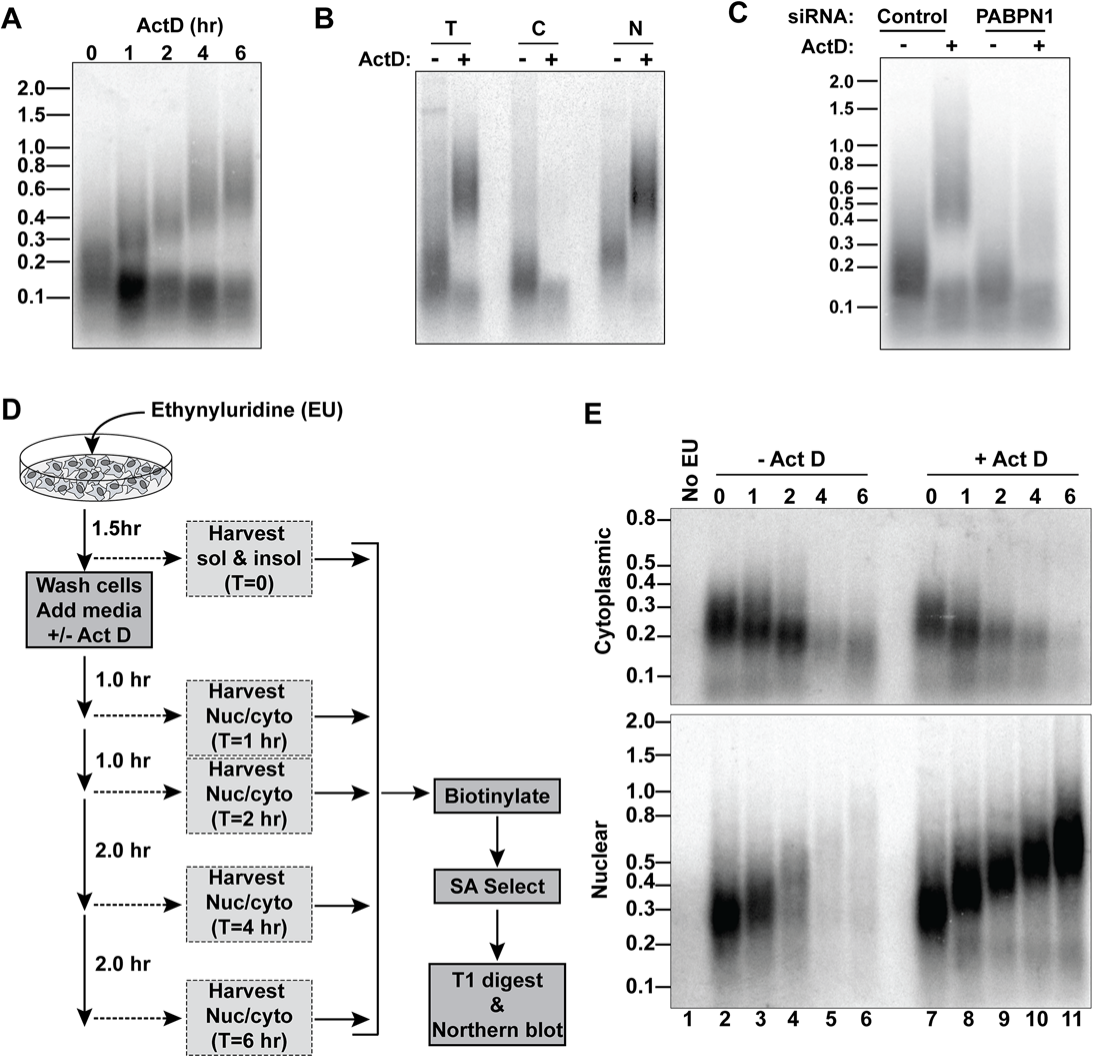
A large fraction of nuclear RNA is hyperadenylated upon ActD treatment. *(A)* Total cellular poly(A) tails were examined by northern blot after ActD treatment. Mobility of molecular weight markers (kb) is shown. *(B)* Bulk poly(A) tails were examined from untreated or ActD treated cells from whole cells (T), cytoplasmic (C) or nuclear (N) fractions. *(C)* Northern blot for bulk poly(A) tails using RNA from cells treated with a control siRNA or siRNAs targeting PABPN1 +/-6-hr ActD treatment. *(D)* Scheme for metabolic labeling approach to examine bulk poly(A) tail dynamics. (E) Results of a metabolic labeling assay examining the bulk soluble and insoluble poly(A) tails in cells +/- ActD treatment. Lane 1 is a negative control from cells without EU treatment.

The two bulk poly(A) pools closely mimicked our observations with RI-RNA and mRNA isoforms. For example, the shorter population was primarily cytoplasmic whereas the hyperadenylated RNAs were nuclear (Fig 5B). Moreover, the poly(A) tails were longer in the nuclear pool even in the absence of ActD and hyperadenylation was diminished in PABPN1-depleted cells (Fig 5C). Next, we used a metabolic pulse-chase assay to examine bulk poly(A) tail dynamics (Fig 5D). As expected, the cytoplasmic poly(A) tails shortened over time and ActD did not appreciably change this pattern (Fig 5E). In the absence of ActD, the nuclear poly(A) tails grew longer but disappeared over time. In contrast, in the presence of ActD, the nuclear poly(A) tails persisted and were continually extended, thereby mirroring the hyperadenylation and lack of nuclear decay observed with specific PPD substrates (Fig 4). We conclude that a large fraction of nuclear polyadenylated RNA is subject to hyperadenylation and stabilization upon general transcription inhibition.

### Role of hyperadenylation in PPD

PABPN1 and PAPα/γ are components of the 3´-end formation machinery, but whether other components, like CPSF, are involved in PPD is unknown. Even though hyperadenylation occurs after the initial polyadenylation event, CPSF may remain bound to the PAS and influence hyperadenylation or decay. To test this, we took advantage of the unusual processing of the MALAT1 lncRNA. The MALAT1 3´ end is generated by RNase P, which cleaves directly upstream of a tRNA-like element in the RNA [32]. We cloned the tRNA-like element into a TetRP-driven ENE-lacking PAN RNA reporter immediately downstream of a 35-nt A stretch (Fig 6A)(PANΔENE-A_35_). The processing at the MALAT1 cleavage site is efficient, with ~85% of the RNAs being cleaved by RNase P after a 2-hr transcription pulse (S5A Fig). In cells, the A_35_ tail was extended to ~100–500 nt (Fig 6B). Importantly, the cleaved transcript lacks an AAUAAA site, so this extension was independent of CPSF. To examine PANΔENE-A_35_ stability, we used a TetRP-based transcription pulse-chase strategy. After a 2-hr transcription pulse, we monitored stability of PANΔENE-A_35_ and PANΔENE with its natural PAS (PANΔENE-AAUAAA) and observed indistinguishable decay kinetics (Fig 6C and 6D). Moreover, knockdown of PABPN1 (Fig 6E and 6F) or LALA expression (S5B Fig) stabilized PANΔENE-A_35_. Thus, PPD does not strictly require CPSF or a PAS.

**Fig 6:**
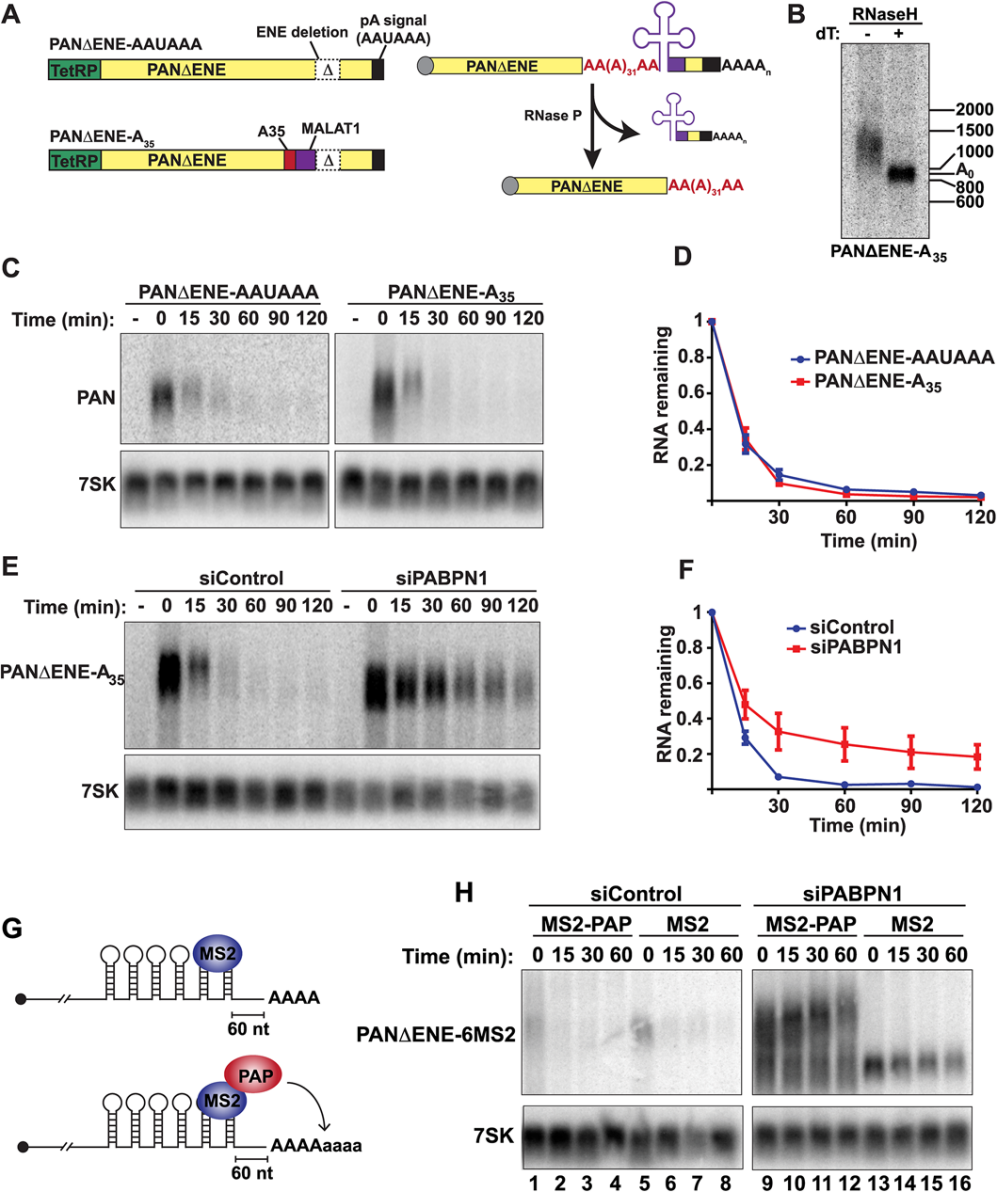
Role of hyperadenylation in PPD. *(A) Left*, Cartoons of the PANΔENE-AAUAAA and PANΔENE-A_35_ plasmids depicting the TetRP (green), PAN RNA sequence (yellow), PAN RNA polyadenylation signals (black), A_35_ stretch (red), MALAT1 3´-end cleavage sequence (purple), and the position of the ENE deletion (Δ); the diagrams are not to scale. *Right*, Scheme of the production of PANΔENE-A_35_ by RNase P cleavage in cells. The color scheme is the same as the DNA diagrams; the cap is shown as a gray circle. The MALAT1 mascRNA sequence is represented by the cloverleaf structure. *(B)* Poly(A) tail length analysis of PANΔENE-A_35_. RNA was harvested and treated with RNase H in the presence or absence of oligo(dT). *(C)* Representative transcription pulse-chase assay with the indicated constructs. The “-” samples were harvested prior to the two-hour transcription pulse. 7SK RNA was used as a loading control. *(D)* Quantification of the pulse-chase assays; error bars show the standard deviation of the mean *(n = 3)*. (*E* and *F*) Representative transcription pulse chase and quantification of PANΔENE-A_35_ following treatment with the indicated siRNAs (*n = 3*) *(G)* Illustration of the PAP-tethering approach. (H) Transcription pulse-chase analysis of TetRP-driven PANΔENE containing six MS2 binding sites. Cells were treated with either control (left) or PABPN1 (right) siRNAs. Cells were co-transfected with PANΔENE-6MS2 and either MS2-PAP or MS2 expression constructs.

PABPN1, but not CPSF, stimulates polyadenylation after the initial processive polyadenylation step by increasing PAP association with RNA [13]. We previously proposed that this in vitro activity reflects the hyperadenylation required for PPD, which is further supported by the demonstration that PPD can occur in a CPSF-independent fashion (Fig 6A–6F). In principle, stimulation of hyperadenylation could be the sole requirement for PABPN1 in PPD. To test this hypothesis, we bypassed the requirement for PABPN1 in hyperadenylation by tethering PAP directly to PANΔENE RNA. We inserted six bacteriophage MS2 coat protein binding sites into PANΔENE upstream of the poly(A) tail, which allows us to tether an MS2-PAP fusion protein to PAN RNA in cells (PANΔENE-6MS2)(Fig 6G). When MS2-binding protein was expressed, PANΔENE-6MS2 was rapidly degraded in control cells (Fig 6H, lanes 5–8), but stabilized upon PABPN1 knockdown (Fig 6H, lanes 13–16). When we co-expressed PANΔENE-6MS2 with MS2-PAP, PANΔENE-6MS2 was rapidly degraded in control cells as expected (Fig 6H, lanes 1–4). Importantly, MS2-PAP was unable to rescue decay after PABPN1 depletion, despite the fact that PANΔENE-6MS2 was hyperadenylated (Fig 6H, lanes 9–12). Therefore, hyperadenylation is not sufficient to stimulate PPD in the absence of PABPN1, suggesting that PABPN1 serves multiple functions in PPD by promoting hyperadenylation and an additional step in RNA decay.

## Discussion

The mechanisms and regulation of nuclear RNA decay remain poorly defined, particularly in mammalian cells. Here we show that several classes of nuclear noncoding RNAs are subject to degradation by PPD including upstream antisense RNAs, ncSNHGs, pri-miRNAs, lncRNAs, and antisense transcripts. Our observations are consistent with global analyses reported by Bachand and colleagues demonstrating that PABPN1 knockdown leads to the stabilization of nuclear lncRNAs [4]. In addition, our RNA-seq and knockdown analyses revealed that specific canonical mRNAs and RI-containing RNAs are PPD targets. By using PAP knockdown and PAP-stimulation deficient PABPN1 mutant LALA as the basis of our RNA-seq experiments, these data confirm that PAP activity is necessary for the degradation of a large collection of nuclear RNAs. Given the parameters used in the RNA-seq analysis, it is likely that our high-stringency dataset is an underestimate of the number of RNAs subject to PPD. For example, a subset of ncSNHGs and the RI-RNAs were confirmed to be PPD substrates by qRT-PCR (Fig 2A) and northern blot (Fig 3C and 3D) even though these RNAs were not identified in our RNA-seq study. Based on these global and mechanistic studies we conclude that PPD is a major RNA decay pathway for nuclear polyadenylated transcripts.

The PROMPTs were the most PPD sensitive transcripts based on their fold changes upon PPD inactivation (Fig 1F) and their overrepresentation among DEGs (Fig 1D). Pervasive transcription from bidirectional promoter firing is a common feature in eukaryotes [1,22,23,25,34,35]. In *S*. *cerevisiae*, the resulting divergent transcripts are terminated by the Nrd1-Nab3-Sen1 (NNS) pathway due to an over-representation of binding sites for the Nrd1p and Nab3p proteins upstream of yeast promoters [36,37]. The multisubunit Trf4-Air2-Mtr4 polyadenylation (TRAMP) complex then targets the NNS-terminated fragments to the nuclear exosome [38–40]. In contrast, promoter directionality in mammalian cells is achieved by an enrichment in canonical PASs in the upstream antisense direction and depletion of U1 snRNP binding sites [41,42]. At least some PROMPTs are terminated by the combined actions of the canonical cleavage and polyadenylation machinery, the cap-binding complex and its associated protein ARS2 [41–44]. After termination, the trimeric NEXT complex targets PROMPTS for decay by the exosome [24,43,45,46]. In addition, bidirectional transcripts can be terminated and degraded by co-transcriptional decapping and 5´→3´ decay by Xrn2 [47]. Three studies, including this one, report that specific PROMPTs are degraded in a PABPN1-dependent fashion [4,48]. Visual inspection of the sequence traces of previously published NEXT-sensitive PROMPTS is ambiguous regarding their susceptibility to PPD (S6A Fig) [4], suggesting that specific PROMPTs are targeted by distinct nuclear decay pathways. Further experimentation is required to determine whether the PPD, Xrn2 and NEXT pathways target independent subsets of upstream antisense transcripts, or are largely redundant pathways for bidirectional transcript degradation.

U1 snRNP is a core component of the spliceosome that recognizes 5´ splice sites, but it also suppresses the use of premature PASs [49,50]. This latter function contributes to promoter directionality in that U1 snRNP binding sites are depleted in upstream antisense regions and overrepresented in coding regions [41,42]. As a result, antisense transcription normally produces shorter, unspliced transcripts, whereas coding genes produce longer spliced pre-mRNAs. Interestingly, five of our high-confidence PPD substrates classified as mRNAs had increased sequence coverage at the 5´ end of the genes (APOLD1, MTHFD2L, AGBL3, TEX22, and FAM120C)(S6B Fig). 

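AGBL3 rose 2.53-fold in siPAP total, 3.01-fold in siPAP nuclear and 2.67-fold in LALA nuclear RNA, to 18.1, 26.6 and 23.7 FPKM. MTHFD2L, a mitochondrial enzyme of folate metabolism, rose 2.55-, 2.97- and 2.58-fold, TEX22 2.91-, 3.64- and 3.60-fold, APOLD1 2.04-, 1.95- and 1.59-fold and FAM120C 2.07-, 2.13- and 1.96-fold. All 5 passed in each comparison, as the paper chose them among its targets, so their direction is not independent evidence. Their median log2 fold changes relative to all expressed genes were 1.40, 1.66 and 1.53. A second locus named AGBL3 in the assembly, at 0.377 FPKM in control total RNA, was not called. The FPKM values cover whole genes and hold no coverage along them, so the coverage at the 5´ ends was not analysed here. For APOLD1 and FAM120C, the paper reports that the full-length RNAs did not respond and that the signal at the 5´ end did.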

We speculate that these transcripts result from a failure of U1 snRNP to protect from premature PAS usage. The resulting RNAs resemble promoter antisense RNAs and are therefore subject to degradation by PPD. This speculation is supported by a recent global analysis demonstrating that PABPN1 depletion increased the levels of similar sense proximal RNAs [48].

We previously demonstrated that an intronless β-globin reporter is rapidly degraded by PPD, but insertion of a single intron into that reporter is sufficient to protect the resulting mRNA from PPD [5]. Consistent with this idea, 174/353 (49%) of the high-confidence RNAs identified are single-exon RNAs (S2 Fig). 

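By class, 106 PROMPTs, 46 lncRNAs, 14 AS transcripts, 5 pri-miRNAs, 5 mRNAs and no ncSNHG had a single exon, where targets with 2 annotations count in both classes. The single-exon PROMPT XLOC_002713 on chromosome 1 (207923382 to 207925329 of hg19) rose 6.01-fold in siPAP total, 5.20-fold in siPAP nuclear and 5.36-fold in LALA nuclear RNA. The single-exon PROMPT XLOC_003633 on chromosome 10 (17683410 to 17686069) rose 5.94-, 5.19- and 2.38-fold. DKFZP434I0714, a lncRNA with 1 exon, rose 5.19-, 5.08- and 1.92-fold. In the S2 Table, 173 of the 353 targets (49.0%) have 1 exon. Of 32 measured mRNAs on a list of genes with a single exon, 2 were higher and 2 lower in siPAP total RNA, and 2 and 4 in LALA nuclear RNA, and of 33 measured in siPAP nuclear RNA 4 were higher and 4 lower (2 and 2, 3 and 10, and 4 and 4 adjusted over the list alone). PURB rose in both siPAP comparisons, at log2 fold changes of 0.76 and 0.83, while CEBPA was lower in both, at -0.94 and -0.56.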

The simplest explanation for this observation is that splicing promotes the formation of an export-competent mRNP leading to export and escape from PPD [27]. However, a single splicing event is not always sufficient to promote escape from PPD. 

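The 5 single-exon mRNA targets were TSPYL4, EPM2AIP1, TRAM1L1, FAM218A and PPAPDC2, which are named because they are all of that group. TSPYL4 was at 10.7 FPKM in control total and 29.9 FPKM in siPAP total RNA, with log2 fold changes of 1.48 in siPAP total, 1.57 in siPAP nuclear and 0.85 in LALA nuclear RNA. EPM2AIP1, at 15.7 FPKM in control total RNA, had log2 fold changes of 1.13, 1.22 and 1.30. TRAM1L1 had 1.13, 0.91 and 0.74, and FAM218A 1.55, 1.48 and 2.12. PPAPDC2 had 0.75, 0.77 and 0.66. Among ncSNHGs, DANCR and SNHG10 have 2 exons in the S2 Table, SNHG20 and SNHG21 3 and RPL32P3 4, and SNHG3 is listed with 14 at the locus shared with RCC1. The 8 ncSNHG targets had median log2 fold changes of 0.96, 1.18 and 1.16 (p = 0.026 against the other targets in siPAP total, permutation test, 0.051 adjusted over 6 classes).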

By definition, all PPD-targeted ncSNHGs are spliced at least once (Fig 2) and only 5/74 PPD-sensitive mRNAs are single exon genes (S2 Table). Because ncSNHGs targeted by PPD had higher nuclear enrichment (Fig 2), we conclude that PPD susceptibility stems from nuclear retention of the spliced transcript. This could be due to nuclear retention signals in the exons or due to variations in recruitment of splicing-dependent export factors.

We also found that RI-RNAs are subject to PPD (Figs 3 and 4). Recent studies point out the importance of intron retention in mammalian cells [28–31]. The efficiency of splicing of these retained (“detained” in [31]) introns can be modulated by developmental or environmental cues supporting an essential role for these RNAs in posttranscriptional gene regulation. These previous studies showed that a subset of RI-RNAs is degraded by NMD while others are retained in the nucleus and degraded by a previously unknown nuclear RNA decay pathway. Our data now show that that nuclear retained RI-RNAs are subject to PPD. Thus, there is a parallel between RI-RNAs and ncSNHGs in that both produce spliced RNAs that are either exported and subject to NMD or retained in the nucleus and subject to PPD. Importantly, the RI-RNAs are not strongly upregulated by PPD inactivation. We had to increase the lengths of time for PAP knockdown to observe increases in ARGLU1 and OGT and cordycepin treatment had no effect on their abundance (Fig 3D). This may be due to the biology of the RI-RNAs. For example, if they serve as precursors to pre-mRNAs as proposed [31,51], the half-lives of these RNAs may be longer than the nonfunctional ncSNHGs or PROMPTs. Thus cells may regulate PPD to control the accumulation of RI-RNAs. Given the widespread use of intron retention in mammals, PPD regulation may have important consequences for gene expression. Interestingly, PABPN1 was recently shown to autoregulate its mRNA levels by intron retention [52].

Testing the half-lives of the nuclear RNAs identified herein is complicated by the unusual behavior of nuclear RNAs upon general transcription inhibition (Figs 4 and 5). We do not understand how transcription inhibition leads to the accumulation of hyperadenylated nuclear RNAs, but the simplest explanation for this striking phenomenology is that PABPN1-dependent hyperadenylation occurs, but is uncoupled from the decay step of PPD. We stress that this is not the result of a specific transcription inhibitor or concentration as four different transcription inhibitors, which utilize at least three distinct mechanisms of transcription inhibition yielded a similar result (S4 Fig). Interestingly, we observed that a portion of completely spliced MAT2A and ARGLU1 RNAs was hyperadenylated after ActD treatment (Fig 4A and S3D Fig). Because there is little fully spliced RNA in the nuclear fraction prior to ActD treatment (S3D Fig), it seems likely that the retained intron is posttranscriptionally spliced. However, this splicing is not sufficient to release the RNA for export, at least in the presence of ActD. Perhaps transcription inhibitors indirectly produce a general block in mRNA export. Alternatively, the RI-RNAs may be fated for the discard pathway, so they are subject to nuclear retention and PPD even after splicing. Another explanation is that the RI-RNAs are normally degraded, but ActD-induced stabilization (Figs 4 and 5) allows sufficient time for the RNAs to be fully spliced. Given the prevalence of intron retention in mammals, the interrelationships between PPD, splicing, and transcription warrant deeper investigation.

In yeast, the TRAMP complex component Trf4, a noncanonical poly(A) polymerase, marks nuclear RNAs for decay by the exosome. While Trf4 is essential for decay, its polyadenylation activity is not necessary [53–55]. In contrast, our studies are consistent with the conclusion that hyperadenylation of PPD targets is linked to their decay. Transcripts that are upregulated following PABPN1-depletion are also increased following depletion of PAP or expression of a polyadenylation defective PABPN1 allele (Figs 1 and 2). Three lines of evidence suggest that distributive rather than processive polyadenylation is the primary driver of decay. First, CPSF is necessary for processive polyadenylation in vitro so the CPSF-independent PANΔENE-A_35_ is unlikely to undergo processive polyadenylation. Nevertheless, PANΔENE-A_35_ was degraded by PPD (Fig 6), suggesting that processive polyadenylation is dispensable for decay. Second, a distributive process should be more sensitive to relative concentrations of PPD factors in the cell because of the requirement for re-binding after dissociation. Indeed, our siPAP knockdowns decrease PAP levels such that hyperadenylation is affected, but there appears to be little effect on the initial polyadenylation reaction [5]. Third, upon transcription inhibition, poly(A) tails gradually increased in length as a group over several hours, consistent with PAP disassociating and re-associating with transcripts stochastically (Figs 4 and 5). In contrast, processive polyadenylation that forms the initial poly(A) tail occurs rapidly in vitro and in cells with ~200–250 nucleotides being added in less than one minute [56,57]. Interestingly, even though PABPN1 stimulates CPSF-independent distributive hyperadenylation, hyperadenylation was not sufficient to rescue PPD sensitivity in the absence of PABPN1 (Fig 6H). Thus, PABPN1 likely plays multiple roles in PPD. In fact, Pab2 and PABPN1 co-immunoprecipitate with the exosome [4,58], suggesting PABPN1 may directly recruit the exosome. Alternatively, PABPN1 may compete with poly(A) binding proteins that stabilize RNAs. Thus, upon PABPN1 depletion, these proteins preferentially associate to increase RNA half-lives [59,60].

In summary, our data show that PPD modulates the levels of functional lncRNAs and mRNAs as well as presumably nonfunctional PROMPTs and the spliced byproducts of snoRNA and pri-miRNA processing. We conclude that PPD is an important nuclear RNA decay pathway that lies at the interface of transcription, splicing, 3´-end formation and mRNA export.

## Materials and Methods

### RNA-seq and identification of DEGs

RNA-seq and sequencing was performed at the McDermott Center Next Generation Sequencing Core and Bioinformatics Core. Libraries were prepared using the TruSeq Stranded mRNA preparation kit and run on an Illumina HiSeq 2500 (paired-end 100 bp reads). The reads were mapped, aligned and assembled using TopHat2 and Cufflinks2.2 [61,62]. Transcriptome assembly was guided by iGenomes (hg19, UCSC build) and GENCODE (release 19) annotation files. Differential gene expression was analyzed by Cuffdiff using the iGenomes annotations and EdgeR was employed to determine differential expression of the 13,853 known and novel lncRNAs in the GENCODE annotation [63]. Integrative genomics viewer (IGV) was used to visualize sequence coverage and generate figures [64]. DEGs were identified from the Cuffdiff output by removing those transcripts with an FPKM of <1 in the treatment sample and the remaining transcripts with p-value <0.05 and a false discovery rate (FDR) less than 5% were defined as DEGs (S1 Table). DEGs in the EdgeR data were defined as those with log(counts per million) >3.5 and an FDR <5% (S3 Table). Heat maps were generated using the GENE-E software (http://www.broadinstitute.org/cancer/software/GENE-E/index.html).

We categorized each of the 353 high-confidence upregulated DEGs by visual assessment of IGV traces (S2 Table). Any DEG found upstream and antisense to an annotated gene was defined as a PROMPT. Antisense orientation was confirmed in IGV using strand-specific bigWig files generated by HOMER [65]. AS transcripts, on the other hand, were those with considerable overlap within an annotated gene. Pri-miRNA and ncSNHG transcripts were inferred by the presence of an overlapping miRNA/snoRNA or corresponded to annotated genes. We assigned the category lncRNA to any transcript that was from an annotated lncRNA gene or from an unannotated genomic region that did not fall into any of the other categories.

### Plasmids, transfections and TetRP pulse-chase assays

All plasmids were constructed using standard molecular biology techniques. The details of the construction are given in the Expanded View. Transfections and TetRP pulse-chase assays were performed as previously described [5].

### Detection of newly made bulk poly(A) RNAs

Detection of newly made bulk poly(A) tails was performed essentially as previously described [66,67].

### Northern blotting

Bulk poly(A) tails were detected on 1.8% agarose-formaldehyde gel, and detected with a dT_40_ probe end-labeled with T4 polynucleotide kinase. Northern blots for specific transcripts were performed using standard techniques with RNA probes. Stripping and re-probing of the membranes were performed as previously described [5]. The RNA probes were generated from PCR products with a T7 RNA polymerase promoter; primers are listed in S5 Table. For some northern blots, 35–80 mg of total RNA were selected on oligo(dT) cellulose to enrich for polyadenylated RNAs prior to gel electrophoresis. In addition, we degraded residual rRNA after oligo(dT)-cellulose selection with Terminator exonuclease (EpiCentre).

### Fractionation

To collect cytoplasmic RNA, cells were resuspended in Buffer I (0.32 M sucrose, 3mM CaCl_2_, 2 mM MgCl_2_, 0.1 mM EDTA, 10 mM Tris-HCl (pH 8.0), 1 mM DTT, 0.04 U/ml RNase Inhibitor, 0.5% Triton X-100), incubated on ice for 5 min, centrifuged at 500 x g for 3 min at 4°. RNA in the supernatant was extracted using TriReagent (Molecular Research Center) followed by an additional phenol-chloroform extraction. The pellet was then washed in Buffer I with 150 mM NaCl and once again centrifuged at 500 x g for 3 min at 4°. The resulting supernatant was discarded. The RNA from the remaining pellet was then extracted in TriReagent. We note that in cases in which we analyzed RNA from the wash step, we observed both long and short poly(A) tails; whether this is due to cross contamination of cellular compartments and/or is due to a distinct biological fraction is unclear. This fractionation procedure results in the loss of Triton X100-soluble nuclear material, but it enriches for chromatin and nuclear speckle-associated RNAs [18–20].

### Quantitative RT-PCR

RNA was harvested using TriReagent according to the manufacturer’s protocol. Following extraction, RNA was treated with RQ1 DNase (Promega). Random hexamers were used to prime cDNA synthesis with MuLV reverse transcriptase (NEB). Real-time reactions used iTaq Universal SYBR Green Supermix (Biorad).

### Biotinylation and streptavidin selection

Biotinylation reactions were carried out in a 200μL mixture consisting of 40μg RNA, 20mM NaOAc (pH 5.2), 1mM EDTA, 0.1% SDS, 0.2mg/mL Biotin-HPDP (Pierce), and 50% N,N-dimethylformamide (DMF) for 3 hours at 25°C. Unconjugated biotin-HPDP was removed with three chloroform extractions. After extraction of the aqueous phase, 20μL (10% v/v) of 10M NH_4_OAc was added to each tube, and the RNA was precipitated in 70% ethanol.

Streptavidin selection was carried out using magnetic Streptavidin T1 beads (Invitrogen). Prior to use, the 20 μl bead slurry was washed three times in a 0.1X MPG solution (1X MPG was 1M NaCl, 10mM EDTA, and 100mM Tris 7.5) supplemented with 0.1% igepal. After the final wash, the beads were resuspended in a 1mL solution consisting of 0.1X MPG supplemented with 0.1% igepal, 0.1μg/μL poly(A) (Sigma-Aldrich), 0.1μg/μL ssDNA, 0.1 μg/μL cRNA, and 0.1% SDS, and blocked for one hour. RNA was precipitated, resuspended in a volume of 63μL water, and denatured at 65°C for 5 minutes. Next, RNA was incubated together with beads for one hour while nutating at room temperature. Beads were sequentially washed in: 0.1X MPG, 0.1X MPG at 55°C, 0.1X MPG, 1X MPG, 1X MPG, 0.1X MPG, 1X MPG without NaCl, 0.1X MPG. With the exception of the 55°C wash, each solution included 0.1% igepal. Biotinylated RNAs were eluted twice for 5 minutes each in a 200μL solution of 0.1X MPG containing 5% β-mercaptoethanol. The first elution step was at 25°C and the second was at 65°C. The two eluted fractions were combined and extracted with PCA once and chloroform twice. After extraction, 40μL of 10M NH_4_OAc was added to each tube, and the RNA was precipitated in 70% ethanol.

### Nuclear run-on assay

Nuclear run-ons were performed essentially as previously described [67]. The details are provided in the Expanded View.

### 4SU pulse chase

Following knockdown, cells were treated with 2μM of 4SU for one hour. Afterwards, cells were washed twice with phosphate buffered saline (PBS) containing calcium and magnesium (Sigma-Aldrich), and grown in media lacking 4SU for an additional hour. After the one-hour washout step, we collected 0, 30, 60, and 120 min time points. 40μg of RNA was used as input for a biotinylation and streptavidin selection as described above. Selected RNA was reverse transcribed prior to qRT-PCR analysis. β-actin was used as a loading control for qPCR analysis.

### 4SU nascent RNA capture

The cells were given fresh media 4.5 hours prior to the 4SU treatment, which was necessary for consistent results. Cells were treated with 100 μM of 4SU for five minutes and incorporation was quickly stopped by addition of TriReagent. Sixty micrograms of total RNA was used for biotinylation and streptavidin selection as described above except one additional 1X MPG and one additional no salt wash was performed and both elution steps were done at room temperature.

## Supporting Information

S1 Fig Global analysis if PPD targets. *(A) Left*, Quantitative western blots showing PABPN1 expression levels in the LALA stable cell line as well as knockdowns of PABPN1, UPF1, DIS3 and RRP6. LALA contains a myc-tag. *Right*, RNA-seq traces of PAPα and PAPγ from “total” samples; ACTB is an unaffected transcript shown for reference. As expected PAPα and PAPγ were listed among the most significant downregulated DEGs in the siPAP datasets (S1 Table). Unfortunately, suitable antibodies were not available for PAPα/γ western blot. *(B)* Composite RNA profiles comparing the fold changes from all three datasets of the high-confidence PROMPTs (solid lines) or the entire genome (dotted lines) relative to the TSS. These data are from the second biological replicate whereas those in Fig 1G are from another. *(C)* Scatter plot of DEGs from each of the three datasets using GENCODE lncRNA annotations. Data were analyzed using EdgeR. The log_2_ fold change (FC) is relative to the matched untreated parental cell line using total RNA or nuclear RNA as appropriate. The relative expression in the control lines is plotted on the x-axis as counts per million (CPM). *(D)* Venn diagrams of the up-regulated lncRNA DEGs identified in each of the three samples from (C). *(E)* Venn diagrams of the down-regulated lncRNA DEGs identified in each of the three samples. *(F)* Scatter plot of the high-confidence up-regulated genes in each of the assigned categories. *(G)* Box and whisker plots of the expression levels of the high-confidence PPD target categories. The asterisk and ns are statistically significant differences or not significant, respectively, compared with the entire high-confidence group “DEGs (UP)” (p-value<0.0001, Mann-Whitney test).

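PAPOLA, which encodes PAPα, was at 79.3 FPKM in control total and 11.0 FPKM in siPAP total RNA, and at 61.7 FPKM in control nuclear and 11.2 FPKM in siPAP nuclear RNA. Its log2 fold changes were -2.85 and -2.46. PAPOLG, which encodes PAPγ, was at 12.2 and 3.64 FPKM in total and at 10.6 and 4.46 FPKM in nuclear RNA, log2 fold changes of -1.74 and -1.25. Ranked by the test statistic among the lower genes, PAPOLA came 1st in both comparisons, and PAPOLG came 4th in siPAP total and 43rd in siPAP nuclear RNA. In LALA nuclear RNA neither passed, with 56.0 FPKM for PAPOLA and 9.74 FPKM for PAPOLG (q = 0.63 and 0.78 in the authors' deposited table). ACTB, which encodes β-actin, had log2 fold changes of 0.02 and 0.03 in the siPAP comparisons (q = 0.96 and 0.94 in the authors' deposited table).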

(EPS)

S2 Fig Correlation between number of exons and PPD sensitivity. Box and whiskers plot of the fold change in the siPAP total samples compared to the number of exons in the gene. The asterisks denote p-value <0.05 by Mann-Whitney test.
(EPS)

S3 Fig Role of PPD factors in RI-containing transcript decay. *(A)* Cells were fractionated after knockdown with PABPN1 or control siRNAs and RNA was detected by northern blotting (top) and quantitated by Phosphorimager (bottom). The bars are the mean of three biological replicates and the error bars are standard deviation. *(B)* The mRNA isoforms of each of the indicated genes were quantified after detection by northern blot or qRT-PCR as in Fig 4D. The bars are the mean of at least three biological replicates, the error bars are standard deviation, and asterisks denote a P<0.05 using an unpaired Students t-test. *(C)* NRO analysis as in Fig 3E except siRNAs against PAP were tested. No genes showed statistically significant decreases in transcription after PAP knockdown (*n = 4*). *(D)* Northern blot of RNAs from total (T), cytoplasmic (C) or nuclear (N) RNA using an exonic probe that recognizes mRNA and RI-RNA isoforms. Lanes 1–3 are duplicated from Fig 3. Lanes 4–6 are samples that were treated with ActD for 6 hr. The asterisk highlights the fully spliced, but hyperadenylated isoforms. All samples were run on the same gel and are displayed at the same exposure. However, some lanes were cropped for display (vertical dotted line). (E) Live cells were treated for 5 min with 4SU after depletion of PABPN1 (72 hr) or PAP (96 hr) or in a matched control. RNA was harvested, 4SU-containing RNAs were selected and analyzed by qRT-PCR. Because of the brief pulse, most of the selected RNA represents nascent transcripts and therefore reflects transcription rates. Two separate controls (siControl) were performed at 72 and 96 hrs; siPABPN1 and siPAP were normalized to the matched control, but only one is shown for simplicity. Asterisks denote a P<0.05 using an unpaired Students t-test.
(EPS)

S4 Fig Hyperadenylation upon transcription inhibition is a general phenomenon. (A) Total cellular poly(A) tails were examined by northern blot at various time points after flavopiridol, triptolide or DRB treatments for the indicated periods of time. Molecular weight marker (kb) are shown on the left. (B) Hela cells and bone marrow derived primary mouse macrophages were treated with ActD and total cellular RNA was used for bulk poly(A) tail analysis.
(EPS)

S5 Fig PANΔENE-A_35_ is efficiently processed and stabilized by LALA. *(A) Left*, cartoon of the PANΔENE-A_35_ and PANΔENE-AAUAAA RNAs with the positions of the 5´ and 3´ oligonucleotide probes shown (arrows). *Right*, after a 2-hr pulse, RNA was analyzed by hybridizing first to a 3´ probe, which detects the RNAs not cleaved by RNase P and the same blot was subsequently stripped and re-probed with a 5´ probe that detects both cleaved and uncleaved RNAs. The relative amount of RNA not cleaved by RNase P was determined by comparison of the 3´ signal to the 5´ signal. *(B)* Transcription pulse chase of PANΔENE-A_35_ following transfection of pcDNA or LALA, as indicated.
(EPS)

S6 Fig Effects of PPD on PROMPTs and potential premature PAS sites. *(A)* Inspection of four previously published PROMPTs. In each panel the blue is the minus strand and black is the plus strand sequence. ProRBM39 is essentially undetectable in our cells indicating it is either very efficiently degraded in a PPD-independent fashion or it is not transcribed. ProEIF4ENF1 shows modest up-regulation in the LALA samples but little or no effect upon PAP knockdown. ProCCDC93 shows a weak up-regulation in all three samples. ProFOXP4 is up-regulated under all three datasets, but it was not among the high-confidence target list. *(B)* Sequence traces from the five mRNA genes that appear to be prematurely terminated. The controls are gray, while the siPAP total, siPAP nuclear, and LALA samples are in black, orange, and purple, respectively. Note that for APOLD1 and FAM120C, full-length RNAs are generated and these are not affected by PPD inactivation as assessed by the signal on the 3´ UTRs of these RNAs. However, the 5´end signal is enriched in all three treated lanes.
(EPS)

S1 Text Additional materials and methods. Descriptions of plasmid construction and NRO assay.
(DOCX)

S1 Table DEGs identified in this study. This spreadsheet includes all DEGs from all comparisons in this study. See “notes” sheet for a complete description.
(XLSX)

S2 Table High confidence DEG list. These datasets include the upregulated and downregulated genes that were identified in all three datasets.
(XLSX)

S3 Table DEGs identified from GENCODE lncRNAs. This dataset includes all of the DEGs identified using the lncRNA annotations from GENCODE as described in the Materials and Methods.
(XLSX)

S4 Table Estimated size ranges of MAT2A, OGT, and ARGLU1 poly(A) tails +/- 6-hr ActD treatment. Molecular weight markers on northern blots (Fig 4B) were used to estimate the size ranges of poly(A) tails of the specific RNAs. A_0_ refers to the size after RNase H cleavage (Fig 4B), excluding the poly(A) tail.
(DOCX)

S5 Table Primer table. This table lists names and sequences of all primers used in this study.
(XLSX)

# Supplementary material for: Canonical Poly(A) Polymerase Activity Promotes the Decay of a Wide Variety of Mammalian Nuclear RNAs
**Source:** PLoS Genet. 2015 Oct 20;11(10):e1005610. doi: 10.1371/journal.pgen.1005610
**Supplement:** S1 Text — Descriptions of plasmid construction and NRO assay.

**SUPPORTING INFORMATION (Bresson et. al, 2015)**

**MATERIALS AND METHODS**

**Plasmid construction**

The TetRP-driven PANΔENE-AAUAAA was generated by digestion of PANΔ115-Bgl (Conrad et al. 2006) with NcoI and EcoRV. The resulting fragment was cloned into TRP-PANΔ79 (Conrad et al. 2007) digested with the same enzymes. TetRP-driven PANΔENE-AAUAAA includes a 115 nt deletion encompassing the 79 nt ENE. In order to generate PANΔENE-A35, we performed PCR on genomic DNA to amplify a stretch of the MALAT1 gene. We cloned the mascRNA element along with 60 nucleotides of downstream sequence in case these were essential for RNase P cleavage. The forward primer included a stretch of 35 adenosine residues in order to generate a short poly(A) tail directly upstream of the predicted cleavage site in the mature RNA. The resulting PCR fragment was cloned into PANΔ115-AAUAAA using the BglII site.

PABPN1-LALA was previously described (Bresson and Conrad 2013). To generate the stable cell line expressing LALA, we used the pcDNA5-FRT/Flp recombinase system (Invitrogen), which allows integration of a given sequence into the genome. We first replaced the CMV promoter of pcDNA5-FRT with TetRP (pcDNA5-FRT-TRP). Next, we digested PABPN1-LALA with BamHI and NotI and cloned the resulting fragment into pcDNA5-FRT-TRP cut with the same restriction enzymes. The resulting plasmid (TRP-LALA) was transfected into 293ATOA cells along with Flp recombinase (pOG44). Stably transfected cells were selected for at least two weeks in 100µg/µL hygromycin and 50ng/mL doxycycline to repress transcription. Thereafter cell stocks were maintained in 50µg/µL hygromycin.

The MS2-only construct (pcNMS2-NLS-Fl) was previously described (Sahin et al., 2010). Using cDNA, we amplified full length PAPOLA (encoding PAPα) with forward and reverse primers containing BamHI and XbaI restriction sites, respectively. Following digestion, the PAPOLA gene was cloned into pNMS2-NLS-Fl cut with the restriction enzymes. To make PAN-6MS2 we first inserted a BglII site 57 nt upstream of the cleavage and polyadenylation site of TRP-PANΔENE (TRP-PANΔ79 BglII-1020). Next, we PCR amplified the six MS2 sites using TetRP-PANΔENE-6MS2 (Stubbs et al. 2012) as a template with primers containing BglII restriction sites. After digestion with BglII, we cloned the resulting fragment into PAN-BglII-1020 cut with the same enzyme.

**Nuclear Run-on assay**

For each knockdown condition, we prepared two fully confluent 10 cm plates of 293ATOA cells (~2x10^7^ cells/knockdown). For the siControl knockdown we prepared two additional 10 cm plates for a no 4SUTP control. The no 4SUTP control was necessary in order to account for nonspecific pulldown. Cells were trypsinized and the cell pellet was lysed in 1mL of hypotonic lysis buffer (HLB) (10mM Tris 7.5, 10mM NaCl, 2.5mM MgCl_2_, 1mM DTT, and 0.5% igepal) for five minutes on ice. The lysate was underlayed with 1mL of HLB supplemented with 25% sucrose, and centrifuged at 600g/5’/4°C in order to isolate nuclei. While on ice, the pelleted nuclei (approximately 60µL in volume) were resuspended in 60µL of 2X transcription buffer (20mM Tris 8.0, 180mM KCl, 10mM MgCl_2_, 50% glycerol, 5mM DTT, 40U RNasIN (Promega), and 250µM each of rATP, rCTP, and rGTP) supplemented with 1µM of either 4SUTP or rUTP (for the no-4SUTP control). 3 µL of a 20% sarkosyl solution was added to each sample with gentle mixing in order to prevent new transcription initiation events. The run-on step was performed for 5 minutes at 30°C before RNA was harvested with TRI reagent. Purified RNA was treated with DNase as described above, with the exception that the reaction was halted with the addition of 25mM EDTA and 15mM EGTA. Following PCA extraction, the RNA was precipitated with ethanol and resuspended to a final concentration of 1mg/mL. 40µL of RNA from each sample was added to 10µL of 1M NaOH, and incubated on ice for precisely 4 minutes in order to hydrolyze the RNA. This step was used in order to better resolve the positions of elongating polymerases. The reaction was stopped with the addition of 61µL of neutralizing solution (833mM Tris 6.8, 500mM NaOAc, and 1µL of glycoblue (Ambion)). RNA was PCA extracted, and biotinylated and selected using magnetic streptavidin beads as described above. Selected RNA was reverse transcribed prior to RT-qPCR analysis.

**REFERENCES**

Bresson SM, Conrad NK. 2013. The Human Nuclear Poly(A)-Binding Protein Promotes RNA Hyperadenylation and Decay ed. G.S. Barsh. *PLoS Genet* **9**: e1003893.

Conrad NK, Mili S, Marshall EL, Shu M-D, Steitz JA. 2006. Identification of a rapid mammalian deadenylation-dependent decay pathway and its inhibition by a viral RNA element. *Mol Cell* **24**: 943–953.

Conrad NK, Shu M-D, Uyhazi KE, Steitz JA. 2007. Mutational analysis of a viral RNA element that counteracts rapid RNA decay by interaction with the polyadenylate tail. *Proc Natl Acad Sci USA* **104**: 10412–10417.

Stubbs SH, Hunter OV, Hoover A, Conrad NK. 2012. Viral factors reveal a role for REF/Aly in nuclear RNA stability. *Mol Cell Biol* **32**: 1260–1270.

# Supplementary material for: Canonical Poly(A) Polymerase Activity Promotes the Decay of a Wide Variety of Mammalian Nuclear RNAs
**Source:** PLoS Genet. 2015 Oct 20;11(10):e1005610. doi: 10.1371/journal.pgen.1005610
**Supplement:** S4 Table — Molecular weight markers on northern blots (Fig 4B) were used to estimate the size ranges of poly(A) tails of the specific RNAs. A0 refers to the size after RNase H cleavage (Fig 4B), excluding the poly(A) tail.

| **Transcript** | **-Act D** | **+ Act D (mRNA)** | **+ Act D (RI)** | **A_0_** |
| --- | --- | --- | --- | --- |
| MAT2A | 50-300 | N.D. | 500-700 | 515 |
| OGT | 50-300 | 50-150 | 300-600 | 620 |
| ARGLU1 | 50-600 | 50-200 | 500-800 | 540 |

**Table S4. Approximate size ranges (nt) of MAT2A, OGT, and ARGLU1 poly(A) tails +/- 6-hr ActD treatment.**

How the deposited data were processed for this re-analysis (not part of the article)

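Polyadenylated RNA of HEK293 cells was sequenced in 10 samples, 2 libraries in each of 5 groups: control total, siPAP total, control nuclear, siPAP nuclear and LALA nuclear RNA. The samples were grouped by their labels and by the notes of the paper's S1 Table. The sample labels state that doxycycline was removed from the medium 3 days before harvest for LALA expression, and the paper states an induction of 3 days. The S1 and S3 Tables name siRNA-treated control cells as the control of LALA, while the legend of S1C Fig names the untreated parental line, so effects of LALA, of the stable line and of the control treatment are not separated in that comparison.

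The authors made stranded mRNA libraries, mapped paired-end reads with TopHat2 and assembled transcripts with Cufflinks, guided by hg19 annotation. FPKM values are as deposited by the authors, computed by Cuffdiff as the mean over the 2 libraries of each group. The p-value and q-value of each gene and comparison were computed by the authors with Cuffdiff, where q is adjusted for the false discovery rate over the 10 pairs of groups together. The test score of Cuffdiff, as deposited by the authors, was used only to rank genes. The deposited log2 column holds entries that a spreadsheet program could not read as numbers, so log2 fold changes were computed from the 2 mean FPKM values, with no pseudocount. Some gene names had been turned into dates by a spreadsheet program. Such genes were followed by their assembly number and are not named. According to the notes of the S2 Table, the assembly gave some noncoding RNAs the name of a gene they overlap or lie near, so a name does not always stand for the mRNA. The largest difference between these fold changes and those of the S2 Table was 1.1e-05 on the log2 scale. The smallest p in the table is 5.0e-05, and the largest p among called genes is 0.00895.

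Because the table holds group means only, no model was fitted again, no SD is given and no library could be left out. The number of reads per library is not given in the sources used here, so no counting interval or lower limit of detection was computed. A gene was called higher or lower at the paper's thresholds, an FPKM of at least 1 in the treated group and p and q below 0.05. High-confidence targets are the genes higher in all 3 comparisons. Their classes and exon numbers come from the paper's S2 Table.

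Groups of genes were compared by two-sided permutation tests on ranks with 100000 permutations, or by full enumeration for the smallest groups, and shares by Fisher's exact test. These tests run across genes, which are not independent replicates. Correlations across genes are given as Pearson's r and Spearman's rho with permutation p-values, and adjusted p-values follow Benjamini and Hochberg. Before the data were examined, 35 lists of genes were fixed, 4 of which had fewer than 5 measured members in every comparison. A list's median log2 fold change was compared with 10000 random lists of equal size matched in 20 bins of mean FPKM (1000 lists for a list with over 1000 members). Genes tested by Cuffdiff with at least 1 FPKM in either group counted as measured, and a gene assembled at several loci counts once for each. Of 93 pairs of list and comparison, 47 lay outside the central 95% of the random lists. For overlaps between comparisons, the value for independent lists and the mean of 100 simulations of unchanged groups are given. Nuclear enrichment was control nuclear over control total FPKM, for genes above 0.5 FPKM in both, since the paper does not name the sample its filter used. The ncSNHGs and PROMPTs were matched to assembled genes by symbol, by older symbols, by the S2 Table or by the primers of the S5 Table, whose 17 amplicons searched in the hg19 sequence were all found. Of 25 ncSNHGs with primers, SNHG4 was left out because the assembly does not separate it from MATR3. Exon numbers of reference genes come from the canonical transcripts of GENCODE on hg19. A comparison of all higher annotated genes with the reference genes in GENCODE exons was void, because only 71.2% of these targets could be matched.

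Named genes were chosen by a rule written before the data were examined. It takes every gene the paper names beside an RNA-seq result, the 8 largest changes per comparison and direction among annotated genes with at least 5 FPKM in the higher group, the 8 genes changed most in all 3 comparisons in each direction, the 3 members of each S2 Table class with the largest fold change, and the members of the fixed lists. Some values in the S1 and S2 Tables had been seen before the rule was written, among them PAPOLA, PGAM2 and the first entries of each sheet. The S1 Table could be read only in part and was not used for values. The counts behind the authors' edgeR analysis of GENCODE lncRNAs are not used here.

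The calling, the rank tests, the correlations and the matched lists were tested on simulated data. Genes simulated with a log2 fold change of 1 were recovered in 90% to 98% of cases and those with 2 in 100%. The simulation gave every gene the same fixed spread, so these shares follow from that setting. They test the code and do not measure how often Cuffdiff calls such changes with 2 libraries. The alternatives tried were no FPKM minimum, the minimum in either group, q below 0.01, p adjusted within each comparison, an absolute log2 fold change of at least 1, centring on the median of expressed genes, pseudocounts of 0.1 or 1 FPKM, other FPKM filters, the first annotation only, other sets of genes and other fold changes. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.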

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

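The tests of FPKM scaling, of fraction purity for p53 targets and of the FPKM minimum, and the finer matching used for ribosomal protein mRNAs, were chosen only after the result was seen. Differences between LALA nuclear and siPAP nuclear RNA come from the direct comparison of these groups in the authors' deposited table, which the paper does not report. There, 1181 genes passed p and q below 0.05. Polyadenylated RNA was sequenced, and both treatments were made to block the extension of poly(A) tails. For the lists that were lower, here and in the other parts, a lower FPKM thus need not mean less of the RNA in the cell. Tail length was not measured in these data.

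In LALA nuclear RNA, 33 of 76 loci of cytosolic ribosomal protein genes were lower and none was higher (60 lower adjusted over the list alone), RPL22 and RPLP1 each at a log2 fold change of -0.71, and 6 members, RPL15 and RPL27A among them, were lower in LALA than in siPAP nuclear RNA. One factor applied to every RNA by the FPKM scaling is argued against, since the list's median lay at -0.25 relative to all expressed genes, below all FPKM-matched random lists. For less cytoplasmic RNA in the LALA nuclear fraction, which may lower these mRNAs, lists matched on FPKM and on the siPAP nuclear to total ratio in 10 bins had a median of -0.34 and left the list at percentile 0, but their ratio was 0.78 against 0.70 for the list, and lists matched in 40 bins, at 0.70, reached -0.39 and placed the list (-0.41) at percentile 2.42. Both percentiles are below the limit written before the test, which counts against this explanation, yet it is kept open, a decision made after the values were seen, because the first lists missed the ratio and the lower limit of the second, -0.41, equals the list's median. An effect of LALA or of the stable line on these mRNAs also stays open and was not tested.

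After PAP knockdown, 8 of 23 loci of p53 target genes were lower in total RNA and 8 of 24 in nuclear RNA (10 and 12 adjusted over the list alone), MDM2 at -1.04 in both and CDKN1A at -0.61 and -0.59, while the only higher locus, 1 of 3 named TP53I3, is classed as antisense in the S2 Table and the other 2 were not called, and 5 members were higher in LALA than in siPAP nuclear RNA. In LALA nuclear RNA none was lower, and the list's median turned from -0.10 as deposited to 0.06 relative to all expressed genes. One factor applied to every RNA is argued against by the list's median of -0.33 relative to all expressed genes in siPAP nuclear RNA, and a difference in purity between nuclear fractions by total RNA, where the list lay at percentile 0 of the FPKM-matched lists. Lower p53 activity after PAP knockdown is a candidate explanation, which was not tested, as was an effect of the siRNAs on other genes.

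Unannotated loci made up a large part of the genes higher in all comparisons and differed between LALA and siPAP nuclear RNA at 132 loci, 78 of them higher in LALA. That the FPKM minimum was set on the treated group only is argued against, since with the minimum in either group 0.699% of the genes lower in all comparisons were unannotated. That such loci are low in FPKM, and low genes are called higher more often, is argued against by FPKM-matched named genes, of which 2.38% were higher in all comparisons (upper limit of the central 95% of lists 3.19%) against 11.3% of 1221 unannotated loci, at percentile 100. Unannotated loci were defined by assembly of reads from this study, while named genes come from the annotation. Loci may thus be in the set because they rose after treatment, which matching on FPKM cannot exclude. Greater sensitivity of unannotated RNAs to PPD also stays open and was not tested further.

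Of immediate early genes, 8 differed between LALA and siPAP nuclear RNA, 5 higher in LALA, EGR1 with a log2 difference of 1.66, and 3 lower, JUN with -0.75. In LALA nuclear RNA 6 of them were higher than in control nuclear RNA and MYC was lower (7 higher and 3 lower adjusted over the list alone), and in siPAP total and siPAP nuclear RNA 2 and 3 were higher and none lower, while the list's median log2 ratio of LALA to siPAP nuclear RNA was -0.01. Of genes of DNA replication, 8 were lower in LALA than in siPAP nuclear RNA, MCM5 by a log2 difference of -0.71, and 7 of 29 were lower in LALA than in control nuclear RNA (8 adjusted over the list alone). Of mRNAs with a single exon, 5 differed, 4 of them lower in LALA, and HSPA1B was higher in LALA by 1.41 on the log2 scale. Of the list of lncRNAs fixed as nuclear-retained, which also holds the mainly cytoplasmic LINC00657, 5 differed, KCNQ1OT1 higher in LALA and TUG1 and LINC00657 lower. Of genes named as antisense 9 differed, of LINC genes 7 and of zinc finger genes 32. Among genes the paper names, the log2 ratio of LALA nuclear to siPAP nuclear RNA was -0.89 for ARGLU1, 0.71 for the locus that merges PABPN1 with BCL2L2, -0.77 for the PFN2 PROMPT, 0.91 for MALAT1, 2.32 for PAPOLA and 1.13 for PAPOLG.

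The paper does not discuss the following lists. Replication-dependent histone genes were higher at 6 of 25 loci in LALA nuclear RNA (7 adjusted over the list alone). Loci named HIST1H3D and HIST1H4K are among the 6, and each has a further locus of that name that was not called. Polyadenylated RNA was sequenced, so histone mRNA without a poly(A) tail would be missed, and these loci need not stand for the main histone mRNAs. Oxidative phosphorylation genes were lower at 12 loci in siPAP total, 10 in siPAP nuclear and 20 in LALA nuclear RNA, and genes of the mitochondrial ribosome at 7 in LALA nuclear RNA. Genes of cholesterol biosynthesis were lower at 7 of 23 loci (15 adjusted over the list alone) and protein-coding snoRNA host genes at 8 of 40 in LALA nuclear RNA.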

How the results depend on the processing

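The adjustment of p within each comparison for named genes, the tests on ncSNHGs matched by symbol, the NES comparison matched on control FPKM and the other exon sources for mRNA targets were chosen only after the result was seen. No paired analysis was possible because the table holds one mean for each group and no values of single libraries, and for the same reason no library could be left out. Of 121 alternatives over 24 results that were set before the data were examined, 98 kept the direction and the side of the threshold (or a count within 1.5 times the first), 23 did not and 0 reversed. The 98 overstate robustness, since some alternatives could hardly change a result. For higher genes, the FPKM minimum in either group is the same as in the treated group. Centring left the counts over the 3 comparisons unchanged. Counts and shares could not be scored as reversed. With q below 0.01, 501 genes were higher and 329 lower in siPAP total, 405 lower in siPAP nuclear, 499 higher and 260 lower in LALA nuclear RNA, 868 higher and 698 lower in at least 1 comparison and 36 lower in all 3, fewer by the construction of a stricter threshold. With an absolute log2 fold change of at least 1, 370 were higher and 80 lower in siPAP total, 488 and 99 in siPAP nuclear, 21 lower in LALA nuclear RNA, 757 higher and 144 lower in at least 1 comparison, and 235 higher and 2 lower in all 3, also by construction. The unannotated share was then 49.4% of the higher and 0 of the lower genes (p = 0.5, Fisher's exact test), where only 2 lower genes were left to compare. Without an FPKM minimum, 1210 genes were higher in LALA nuclear RNA, and with p adjusted within each comparison 85 were lower in all 3. For ncSNHGs, Spearman's rho of NES and fold change was 0.34 in siPAP nuclear RNA (permutation p = 0.11) and 0.42 over those matched by symbol (permutation p = 0.1), and the NES difference between those with and without unspliced primers was 0.44 over those matched by symbol (exact permutation p = 0.027). Of the GENCODE lncRNAs, 41 had a fold change above 1 in all 3 comparisons without a threshold, several of them far below 1 FPKM in every group. Where the construction does not show it, the cause was not tested. Of 300 comparisons of named genes, 294 stayed on their side of the threshold and 6 no longer passed with p adjusted within each comparison, ARGLU1 in both siPAP comparisons, CERS1 and SNHG3 in LALA nuclear, HIST1H2AC in siPAP nuclear and SNHG5 in siPAP total RNA. The number of reads per library is unknown, so genes near 1 FPKM, many PROMPTs among them, have fold changes whose counting error cannot be given.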

Differences from the paper's values

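No test in this part was chosen after the result was seen. Of the paper's values that were recomputed here at its thresholds, none differed by more than 1.5 times. Its numbers of GENCODE lncRNAs from edgeR were not recomputed, since the counts are not used here, and its number of genes with an NES was not compared. The paper states 174 single-exon targets, and the exon numbers of its S2 Table give 173. The paper's reference list of 13044 expressed genes has a median of 7 exons by the paper's count, and of the 12120 annotated genes above 1 FPKM in control total RNA, the 10935 with a GENCODE exon number have a median of 9 exons in canonical transcripts. The paper states that mRNAs were expressed above every class of targets except ncSNHGs. Here PROMPTs, lncRNAs and AS transcripts were below the mRNAs by the permutation test, and the difference from 8 pri-miRNAs did not pass (medians 7.14 and 2.60 FPKM, permutation p = 0.08).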

Other observations

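No test in this part was chosen after the result was seen. Genes of the integrated stress response that lie downstream of ATF4 were lower at 4 of 27 loci in each comparison, and CEBPG was higher in siPAP nuclear RNA (6, 7 and 4 lower adjusted over the list alone). In siPAP total, siPAP nuclear and LALA nuclear RNA, the list's median lay at percentiles 2.75, 5.16 and 2.80 of the FPKM-matched random lists. Each lies inside the central range used for all lists, so the list as a whole was not set apart from random lists. ASNS, which makes asparagine, had log2 fold changes of -0.92, -0.85 and -0.61 in siPAP total, siPAP nuclear and LALA nuclear RNA, and PCK2, a mitochondrial enzyme that makes phosphoenolpyruvate, was at 0.499, 0.406 and 0.531 of its control FPKM. Genes of cholesterol biosynthesis were lower at 5 and 4 loci after PAP knockdown, HMGCS1 and TM7SF2 in each comparison. The median of the cholesterol list lay inside the central range in siPAP total RNA, at percentile 5.46. It lay below that range in siPAP nuclear and LALA nuclear RNA, at percentiles 0.420 and 0. Of heat shock protein genes, 3 of 12 were lower in each siPAP comparison and none in LALA nuclear RNA. The median of the heat shock list lay inside the central range in each comparison, at percentiles 13.3, 8.51 and 96.8. HSPA1B fell by 0.82 and 0.89 on the log2 scale after PAP knockdown and was at 0.52 in LALA nuclear RNA, where it passed. HSPA1A is nearly identical to it in sequence, and these values do not separate the genes. SEC61B, a subunit of the translocon of the endoplasmic reticulum, was lower in each comparison, at -0.82, -0.78 and -0.63.

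Loci named ZNF, after genes of zinc finger proteins, moved in both directions after PAP knockdown, with 32 higher and 16 lower of 443 in total RNA and 40 higher and 16 lower of 442 in nuclear RNA, and mostly up in LALA nuclear RNA, with 40 higher and 4 lower of 448. Adjusted over the list alone, 26, 36 and 31 were higher and 13, 12 and 4 lower. The median log2 fold change in siPAP total RNA turned from -0.04 as deposited to 0.02 relative to all expressed genes, and was 0.09 and 0.21 in siPAP nuclear and LALA nuclear RNA. Some of these loci are noncoding, and those named ZNF546, which rose 4.19-, 5.28- and 5.93-fold, and ZNF583, which rose 3.06-, 3.75- and 4.70-fold, are PROMPTs in the S2 Table, both chosen after their values were seen. Of the histone genes higher in LALA nuclear RNA, HIST1H4H had a log2 fold change of 2.67 from 0.334 FPKM in control nuclear RNA, while HIST1H1C fell by 1.56 in both siPAP comparisons. Genes of the cleavage and polyadenylation machinery had medians of 0.14, 0.24 and 0.10 relative to all expressed genes, and in LALA nuclear RNA the list's median was -0.06 as deposited.

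The locus that merges PABPN1 with BCL2L2 was 1.82-fold higher in LALA nuclear RNA (q = 7.0e-04 in the authors' deposited table), where whether reads of the LALA transgene contribute was not tested, and had log2 fold changes of 0.08 and 0.16 after PAP knockdown. Of the other genes the paper knocked down in further assays, UPF1, EXOSC10 (RRP6) and DIS3 were not called in any comparison. UPF1 had log2 fold changes of 0.04, 0.04 and -0.30, EXOSC10 of 0.00, 0.02 and -0.17 and the locus that merges DIS3 with MZT1 of -0.23, 0.00 and -0.25. SNHG7 was at 220 FPKM in siPAP nuclear and 71.8 FPKM in control nuclear RNA without passing (q = 0.52 in the authors' deposited table). Markers of endothelium and fibroblasts and of keratinocytes and hepatocytes were low, with COL3A1 at 4.85 and APOA1 at 0.0921 FPKM as the highest of each list, and none of them was called.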
